# Transcription-dependent spreading of the Dal80 yeast GATA factor across the body of highly expressed genes

**DOI:** 10.1371/journal.pgen.1007999

**Published:** 2019-02-28

**Authors:** Aria Ronsmans, Maxime Wery, Ugo Szachnowski, Camille Gautier, Marc Descrimes, Evelyne Dubois, Antonin Morillon, Isabelle Georis

## Abstract

GATA transcription factors are highly conserved among eukaryotes and play roles in transcription of genes implicated in cancer progression and hematopoiesis. However, although their consensus binding sites have been well defined *in vitro*, the *in vivo* selectivity for recognition by GATA factors remains poorly characterized. Using ChIP-Seq, we identified the Dal80 GATA factor targets in yeast. Our data reveal Dal80 binding to a large set of promoters, sometimes independently of GATA sites, correlating with nitrogen- and/or Dal80-sensitive gene expression. Strikingly, Dal80 was also detected across the body of promoter-bound genes, correlating with high expression. Mechanistic single-gene experiments showed that Dal80 spreading across gene bodies requires active transcription. Consistently, Dal80 co-immunoprecipitated with the initiating and post-initiation forms of RNA Polymerase II. Our work suggests that GATA factors could play dual, synergistic roles during transcription initiation and post-initiation steps, promoting efficient remodeling of the gene expression program in response to environmental changes.

## Author summary

GATA transcription factors are highly conserved among eukaryotes and play key roles in cancer progression and hematopoiesis. In budding yeast, four GATA transcription factors are involved in the response to the quality of nitrogen supply. Here, we have determined the whole genome binding profile of the Dal80 GATA factor, and revealed that it also associates with the body of promoter-bound genes. The observation that intragenic spreading correlates with high expression levels and exquisite Dal80 sensitivity suggests that GATA factors could play other, unexpected roles at post-initiation stages in eukaryotes.

## Introduction

In eukaryotes, gene transcription by RNA polymerase II (Pol II) is initiated by the binding of specific transcription factors to double-stranded DNA. The yeast transcription factors target regulatory regions called UAS or URS (for *U*pstream *A*ctivating/*R*epressing *S*equences), generally directly adjacent to the core promoter. The generated regulatory signals converge at the core promoter where they permit the regulation of Pol II recruitment via the ‘TATA box-binding protein’ and associated general transcription factors [1,2]. The transcription factor binding sites are usually short sequences ranging from 8 to 20 bp [3]. They are most often similar but generally not identical, differing by some nucleotides from one another [3], making it sometimes difficult to predict whether a given UAS will function as such *in vivo*.

GATA factors constitute a family of transcription factors highly conserved among eukaryotes and characterized by the presence of one or two DNA binding domains which consists of four cysteines (fitting the consensus sequence CX_2_CX_17-18_CX_2_C) coordinating a zinc ion followed by a basic carboxy-terminal tail [4]. While vertebrate GATA factors possess two adjacent homologous zinc fingers, fungal ones contain only one single zinc finger, being most closely related to the C-terminal vertebrate zinc finger [5,6], which is the one responsible for determining the binding specificity of GATA-1, the founding member of the GATA factor family [7]. The specificity of GATA factor binding has been thoroughly characterized in yeast [8–10] and metazoans [11–18]. In addition, structure determinations of protein-DNA complexes, first for GATA-1 [4], then for its fungal orthologue AreA [19], allowed for the identification of the subtle determinants of DNA specificity for GATA factors. Notably, the conserved DNA binding domain of GATA factors was reported to bind to consensus sequences (corresponding to GATAA(G) or GATTAG for the yeast GATA factors described hereafter), as shown in various organisms using direct or indirect methods [4,19–22]. These consensus sequences are accordingly referred to as GATA motifs.

Since its discovery 40 years ago in chicken cells, the family of GATA factors was extended in human cells and represents master regulators of hematopoiesis and cancer [23]. However, although approximately 7 million GATA motifs can be found in the human genome, the GATA factors occupy only 0.1–1% of them. Conversely, other regions are occupied by GATA factors despite lacking the consensus motif [24,25]. Consistently, even if most GATA factors bind to core GATA sequences, peculiar specificities have been reported for the flanking bases as well as for the fourth base of the GATA core element [26–29]. These studies revealed an elevated flexibility in the recognition sites for vertebrate and fungal GATA factors, much greater than previously anticipated, making the search for GATA sites and their enrichment in GATA-regulated genes tedious and unproductive. In addition, GATA factors can swap among them for the same motif and switch from active or repressive transcriptional activity. All these observations developed the main paradigm shift of how GATA factors are recruited and reside on the chromatin [30,31].

In yeast, the family of GATA transcription factors contains over 10 members [32]. Four of them are implicated in the regulation of *N*itrogen *C*atabolite *R*epression (NCR)-sensitive genes, the expression of which is repressed in the presence of a preferred nitrogen source (glutamine, asparagine, ammonia) and derepressed when only poor nitrogen sources (e.g. proline, leucine, urea) are available [10]. The key GATA factors involved in NCR signaling are two activators (Gln3 and Gat1/Nil1) and two repressors (Gzf3/Nil2/Deh1 and Dal80/Uga43) [33–38]. In a perfect feedback loop, the expression of *DAL80* and *GAT1* is also NCR-sensitive, which implies cross- and autogenous regulations of the GATA factors in the NCR mechanisms [38–41]. Under nitrogen limitation, expression of *DAL80* is highly induced [35], and Dal80 enters the nucleus where it competes with the two GATA activators for the same binding sites [20,39,42]. Although initially described as being active under nitrogen abundance [37,38], the Gzf3 repressor also localizes to NCR-sensitive promoters in conditions of activation [40].

The sequence conservation among the four yeast NCR GATA factors is remarkable and the residues involved in contacts with the DNA, thus specificity determination, are 100% conserved. In this respect, the binding sites of Dal80 on target DNA are likely to be recognized also by Gln3, Gat1 and Gzf3 [28]. *In vitro*, the Gln3 and Gat1 activators bind to single GATA sequences, presumably as monomers [43], like their orthologous vertebrate counterparts, while Dal80 was found to bind to two GATA sequences, 15–35 bp apart, in a preferred tail-to-tail orientation or to a lower extent in a head-to-tail configuration [9,20,39,44]. *In vivo*, GATA factor binding site recognition also appears to require repeated GATA motifs within promoters, as shown for the NCR-sensitive *DAL5* promoter [45–47]. This led to the actual fuzzy definition of *UAS*_*NTR*_, consisting in two GATA sites located close to one another to present a binding platform for GATA factors [45–47]. Finally, in some cases, the existence of auxiliary promoter sequences was shown to compensate single GATA site, allowing for transcriptional activation [48], although this was never as efficient as additional GATA sites [49]. The antagonistic role of Dal80 also requires multiple GATA sites [39,42], and inactivation of one of the four GATA sites of the *UGA4* promoter results in the loss of the Dal80-repressive activity while affecting moderately Gln3- and Gat1- activation capacity [20].

In summary, although NCR-sensitive genes are recognized to contain at least one GATA site, and often more, a precise definition of the minimal element required for binding and transcriptional regulation is still lacking.

In yeast, genome-wide ChIP analyses have allowed gaining insights into the GATA factor gene network through the identification of direct targets [50–53]. However, these studies were not performed in activating conditions, when all GATA factors are expressed, localized in the nucleus and active, so that the current list of GATA factor targets are likely to be underestimated. On another hand, bioinformatic analyses have shown that, since GATA sequences are short, they can be found almost everywhere throughout the genome. Therefore, based on the sole criteria of the presence of repeated GATA sequences in yeast promoters, a third of the yeast genes could hypothetically be NCR regulator targets [54]. However, such GATA motif repetitions have been found in the promoter of 91 genes, inducible by GATA activators in absence of a good nitrogen source, supposed to be directly targeted by the GATA activators [55]. Nevertheless, the functionality of these hypothetical UAS still needs to be directly demonstrated *in vivo* [1].

Here, we provide the first genome-wide identification of Dal80 targets in yeast, in physiological conditions where Dal80 is fully expressed and active. Using a ChIP-Seq approach combined to a bioinformatic peak-calling procedure, we defined the exhaustive set of Dal80-bound promoters, which turned out to be much larger than anticipated. Our data indicate that at some promoters, Dal80 recruitment occurs independently of GATA sites. Strikingly, Dal80 was also detected across the body of a subset of genes bound at the promoter, globally correlating with high and Dal80-sensitive expression. Mechanistic single-gene experiments confirmed the Dal80 binding profiles, further indicating that Dal80 spreading across gene bodies requires active transcription. Finally, co-immunoprecipitation experiments revealed that Dal80 physically interacts with active form of Pol II.

## Results

### Genome-wide identification of Dal80-bound promoters

In order to determine the genome-wide occupancy of a GATA factor in yeast, our rationale was to choose Dal80 as it is known to be highly expressed in derepressing conditions and forms chromosome *foci* when tagged by GFP [56]. We grew yeast cells in proline-containing medium and performed a ChIP-Seq analysis using a Dal80-Myc^13^-tagged strain and the isogenic untagged strain, as a control (Fig 1A), after ensuring that the Myc^13^-tagged form of Dal80 was functional (S1A Fig). Dal80-bound regions were then identified using a peak-calling algorithm (see Material & Methods). A promoter was defined as bound by Dal80 on the basis of a >75% overlap of the -100 to -350 region (relative to the downstream ORF start site) by a peak (Fig 1B). We chose to use as the reference coordinate the translation initiation codon rather than the transcription start site (TSS) since the latter has not been accurately defined for all genes. Then, our arbitrary definition of the promoter as the -350 to -100 region relative to the ATG codon was based on the distribution of the TSS-ATG distance for genes with an annotated TSS (median and average distance = 58 and 107 bp, respectively; see S1B Fig).

**Fig 1:**
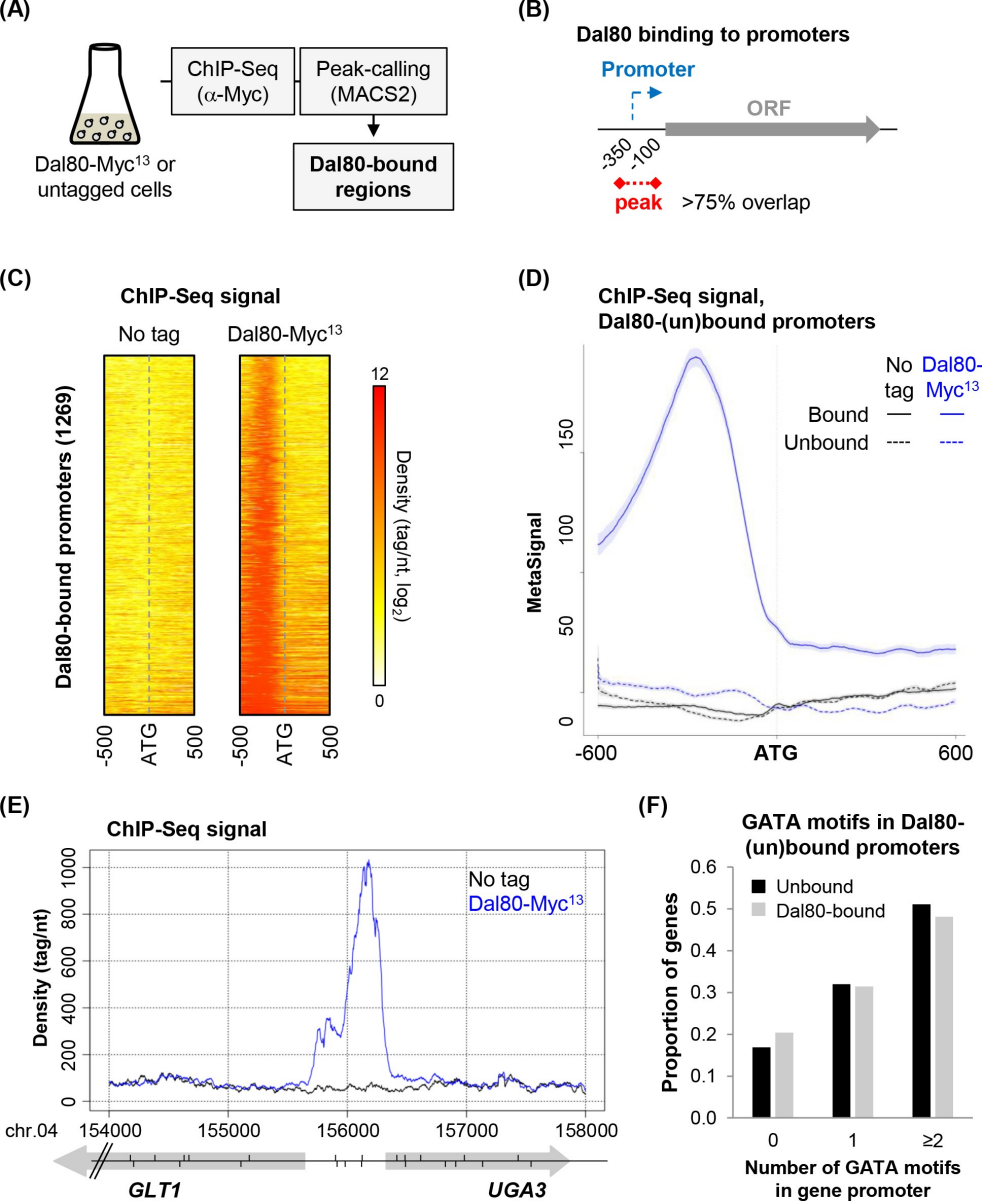
Genome-wide identification of Dal80-bound promoters. (A) Overview of the ChIP-Seq analysis. Biological duplicates of FV078 (*DAL80-MYC*^*13*^) and 25T0b (no tag) cells were grown to mid-log phase in proline-containing medium, and then harvested. After chromatin extraction and sonication, Dal80-Myc^13^ was immunoprecipitated using α-Myc antibody. Co-precipitated DNA fragments were purified and used to construct ChIP-Seq libraries. After sequencing of the libraries, signals were computed using uniquely mapped reads. Dal80-bound regions were identified using a peak-calling procedure using MACS2. (B) Identification of Dal80-bound promoters. After peak-calling, Dal80-bound promoters were identified on the basis of a >75% overlap of the -100 to -350 regions (relative to the downstream ORF start site) by the peak (represented as a red dashed line). (C) Heatmap view of the ChIP-Seq signal in the ATG +/- 500 bp region for the 1269 genes identified as bound by Dal80 at the promoter, in untagged and *DAL80-MYC*^*13*^ cells. (D) Metagene view of the ChIP-Seq signal along the ATG +/- 600 bp region for the 1269 genes identified as bound by Dal80 at the promoter (solid lines) and for the unbound genes (dashed lines), in untagged (black) and *DAL80-MYC*^*13*^ cells (blue). For each group of genes, normalized coverage (tag/nt) for each gene was piled up, and the average signal was plotted. The shading surrounding each line denotes the 95% confidence interval. (E) Snapshot of ChIP-Seq signals at the divergent *GLT1*/*UGA3* promoter region. Densities (tag/nt) are shown for the untagged (black line) and *DAL80-MYC*^*13*^ (blue line) strains. Genes are represented as grey arrows. The position (and orientation) of each GATA site is represented by vertical segments above (sense GATA sites) or below (antisense GATA sites) the *locus* line. The snapshot was produced using the VING software [94]. (F) Number of GATA (GATAA, GATAAG or GATTAG) sites in the promoter of Dal80-unbound and promoter-bound genes. The analysis was performed using RSAT [95], across the -500 to -1 region (relative to the ATG codon of the downstream ORF).

Strikingly, Dal80 was found to bind to 1269 gene promoters (Fig 1C and 1D and S1 Table). This number, corresponding to 22% of all protein-coding gene promoters, is much higher than anticipated given the roughly hundred target genes generally cited for the GATA transcriptional activators Gat1 and Gln3 [55,57], presumably sharing binding sites with Dal80. However, we noted that some peaks (221) overlapped several promoters (471), mainly of divergent genes (442), as shown in Fig 1E for an illustrative example. Despite it is possible that in such cases, only one of the two divergent promoters is targeted by Dal80, the number of *in vivo* Dal80 target sites we identified here has been extensively extended from what was acknowledged so far.

Among the genes showing Dal80 binding at their promoter, we noticed a significant enrichment for cytoplasmic translation genes, as well as genes involved in small molecule biosyntheses, including amino acids (S2 Table). Before our work, very few studies have investigated the transcriptional targets of Dal80 *in vivo* in conditions of nitrogen deprivation. One of them, based on mini-arrays [58], identified 19 Dal80-regulated genes, all of which have been isolated in our ChIP-Seq analysis (highlighted in orange in column B of S3 Table). As expected given the similarity between binding sites of Dal80 and the other nitrogen-regulated GATA factors, other genes related to previous nitrogen regulation screens [55,57–64] are also significantly enriched within our list: 103 of the 205 previously identified nitrogen-regulated genes have been identified in our ChIP-Seq analysis using Dal80 as the bait, which is much more than expected by chance (*P*<0.001, Chi-square test; S3 Table, column B).

Surprisingly, analysis of GATA site occurrence over Dal80-bound and unbound promoters revealed no difference between the two classes, 48.2% and 51.3% of Dal80-bound and unbound promoters containing at least two GATA sites, respectively (Fig 1F). Likewise, we observed no major difference between the Dal80-bound and unbound promoters in respect of the GATA sites spacing (S1C Fig) and orientation (S1D Fig) preferences defined *in vitro* for Dal80 binding [9]. Intriguingly, 20% of Dal80-bound promoters do not contain any GATA site (Fig 1F), indicating that Dal80 recruitment can also occur independently of the presence of consensus GATA sites (see S1B Fig for visualization of Dal80 recruitment to a GATA-less promoter).

In summary, our ChIP-Seq analysis revealed that Dal80 binds to a set of promoters larger than previously expected, targeting biosynthetic functions and protein synthesis in addition to nitrogen catabolite repression.

### Dal80 recruitment to promoters correlates with nitrogen- and Dal80-sensivitiy

We asked whether Dal80-binding to promoters could be associated to regulation of gene expression by the nitrogen source and/or Dal80. We therefore performed RNA-seq in wild-type cells grown in glutamine- and proline-containing medium, and in *dal80Δ* cells grown in proline-containing medium.

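Total RNA was sequenced from 2 cultures each of wild-type cells in glutamine, wild-type cells in proline and dal80Δ cells in proline, which gives 6 libraries. The paper calls the cultures biological replicates and states that they grew at 29°C to mid-log phase in minimal medium with 3% glucose and 0.1% of the nitrogen source. Its methods also name uracil, histidine and tryptophan as supplements for auxotrophic needs, and do not say which cultures received them. Glutamine is a preferred nitrogen source that keeps nitrogen catabolite repression (NCR) on, and proline is a poor source that relieves it. S10 Table lists the wild type 25T0b as MATα and the dal80Δ strain as MATa, so these strains differ in mating type as well as in DAL80. The authors depleted rRNA, made strand-specific libraries and aligned the uniquely mapped reads with TopHat 2.0.6 to build R64. Their table gives, for each library, the reads on every annotated ORF multiplied by 1 factor per library (scaled reads) and the same value per nucleotide (tag/nt). Each of the 11987 values per library was a whole number of reads (100%, within 1e-06) once divided by that factor, so the reads could be recovered. Reads on ORFs were 16519210 and 17079133 in glutamine, 12550777 and 12304015 in wild type in proline, and 14782341 and 19968312 in dal80Δ. The factors were close to median-of-ratios factors (0.686 deposited and 0.686 recomputed for the first wild-type proline library) and not to ratios of the totals of ORF reads (1.32), which the methods name. The median gene has a log2 fold change of 0.04 in proline against glutamine and 0.05 in dal80Δ against wild type as deposited, 0.16 and 0.0047 with TMM factors and 0.96 and -0.21 with the totals, so which genes count as higher depends on this choice. Log2(scaled reads + 1) of 5645 ORFs with enough reads was fitted with limma over the 6 libraries, with 3 residual degrees of freedom. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.01 and a fold change of at least 2 or at most 0.5, the fold and P thresholds of the paper, which does not say whether its P was adjusted. A fold change on this scale understates the change of genes with few reads. Replicates correlated across genes at Pearson r of 0.986 in glutamine, 0.989 in wild type in proline and 0.991 in dal80Δ, and genes are not independent replicates. Mitochondrially encoded ORFs took 1.36% ± 0.324 (SD, n = 2) of the scaled ORF reads in glutamine, 5.72% ± 0.674 in wild type in proline and 3.83% ± 0.799 in dal80Δ. The totals behind these shares differ, with 1.65e+07 and 1.68e+07 scaled ORF reads in glutamine and 8.60e+06 and 9.01e+06 in wild type in proline. For a check, 6 libraries of 5645 genes were simulated, all with the wild-type proline means, and changes were planted only in genes above a minimum mean. Limma recovered 98 of 100 genes changed by 1.5 (log2) between simulated proline and glutamine libraries. Between simulated dal80Δ and wild-type libraries it recovered 97 of 100. The simulated groups do not differ in composition as the real ones do, so these values do not give the recovery over all tested genes here.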

Firstly, we identified 1682 (30%) genes differentially expressed (fold-change ≥2 or ≤0.5, *P* ≤0.01) in wild-type cells according to the nitrogen source provided (Fig 2A), including 754 genes upregulated (NCR-sensitive) and 928 downregulated (revNCR-sensitive) in proline-containing medium (see lists in S4 Table). 

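In wild-type cells, genes for the use of proline, allantoin and urea rose in proline, and several amino acid permease genes fell. Of 5645 ORFs tested, 1611 (28.5%) were differentially expressed, with 733 higher and 878 lower in proline (limma, adjusted p at most 0.01). The largest rise was in PUT1 (YLR142W, chromosome 12 from 425186 to 426616 of R64), which encodes proline oxidase, from 130.2 ± 34.2 to 28574 ± 610.0 scaled reads (SD, n = 2 each), a log2 fold change of 7.79 (SE 0.21, limma adjusted p = 1.1e-06). Next came DAL80, the uncharacterized YLR053C (7.33), the allantoate permease gene DAL5 (6.98) and the allantoin permease gene DAL4 (6.21). The largest fall was in BAP3 (YDR046C, chromosome 4 from 548762 to 550576), a branched-chain amino acid permease gene, from 5406 ± 158 to 4.94 ± 0.771 scaled reads, a log2 fold change of -9.84 (SE 0.29, limma adjusted p = 1.1e-06). The methionine permease gene MUP1 (-5.50), the amino acid permease gene AGP1 (-5.09), the polyamine transporter gene TPO2 (-4.60) and BAP2 (-4.43) followed. Of 9 genes of allantoin and urea use, 9 were higher (median log2 fold change 4.29, camera adjusted p = 3.0e-07, and adjusted p = 0.28 with an estimated correlation). DAL1, DAL7 and DUR3, the urea permease gene, had log2 fold changes of 5.06, 4.29 and 5.00. Of 15 genes of proline, GABA, arginine and asparagine use, 9 were higher and 2 lower (median log2 fold change 2.11, camera adjusted p = 0.011, and adjusted p = 0.51 with an estimated correlation), with the proline permease gene PUT4 at 5.89 and PUT2 at 2.93. The asparaginase genes ASP3-2, ASP3-3 and ASP3-4 had values between 2.07 and 2.12, and reads on these near-identical copies cannot be told apart with certainty. Of 23 permeases of ammonium, amino acids and peptides, 6 were higher and 10 lower (median log2 fold change -0.64, camera adjusted p = 0.17), or 9 and 7 with a median of 0.28 when libraries are scaled by their total ORF reads. OPT2 (5.82) and DIP5 (5.52) were among the higher members, and the peptide permease gene PTR2 (-3.99) among the lower. Of 5 genes of glutamate and glutamine metabolism, GDH2 (3.20), GLN1 (2.82) and GDH3 (2.40) were higher and GDH1 (-1.72) was lower, while the glutamate synthase gene GLT1 had a log2 fold change of 0.38 (limma adjusted p = 0.13). Of 9 genes of aromatic and branched-chain amino acid catabolism, ARO10 (3.89), PDC6 (2.92) and BAT2 (2.89) were higher and SFA1 (-1.18) was lower. Neither of these lists passed as a whole (camera adjusted p = 0.16 and 0.22). Of 18 genes of arginine and lysine synthesis, 11 were higher (median log2 fold change 1.13, camera adjusted p = 0.011, and adjusted p = 0.56 with an estimated correlation), and 1 was lower without the second glutamine or the second wild-type proline library, with ARG3 at 3.84, ARG1 at 2.52 and ARG5,6 at 2.26. Of 27 genes of histidine, aromatic and branched-chain amino acid synthesis, 2 were higher and 3 lower (median log2 fold change 0.11, mean -0.00012, camera adjusted p = 0.69), the lower ones including LEU1 (-2.23) and LEU2 (-2.17). Adjusted over the list alone, 7 permeases were higher and 1 gene of arginine and lysine synthesis was lower, and the other counts of these 7 lists were the same. With libraries scaled by their total ORF reads, 2661 genes were higher and 189 lower in proline, among them 14 genes of histidine, aromatic and branched-chain amino acid synthesis that were higher and 2 that were lower (4 and 3 with TMM factors), 5 higher and 0 lower genes of aromatic and branched-chain amino acid catabolism and 4 and 0 of glutamate and glutamine metabolism, and GDH1 and SFA1 lost their calls.

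**Figure D1:**
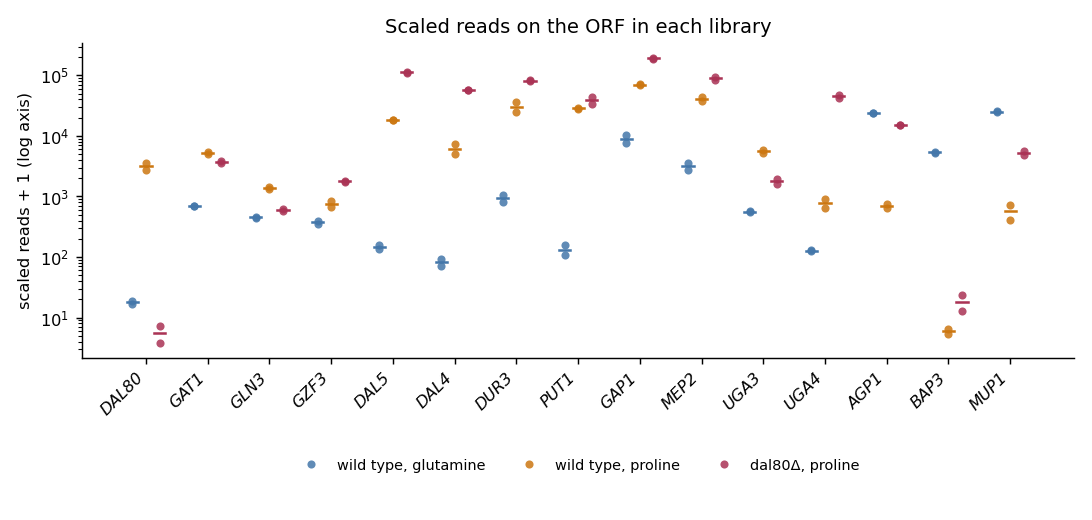
Scaled reads plus 1 on the ORF (log axis) of 15 nitrogen-related genes in the 2 libraries of each group, with a bar at the mean. DAL80 rises from 16.8 scaled reads in glutamine to 3133 in wild type in proline, and BAP3 falls from 5406 to 4.94.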

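Genes of ribosomal proteins, glycolysis, ER glycosylation, sterol synthesis and DNA replication were lower in proline than in glutamine, relative to the median gene of the deposited scaling. Of 137 cytosolic ribosomal protein genes, 101 were lower (median log2 fold change -1.31, camera adjusted p = 2.8e-17, and adjusted p = 0.52 with an estimated correlation), with RPL1A at -2.70, RPP0 at -2.58 and RPL2B at -2.51; many of these genes have near-identical paralogs, so their values are uncertain. Of 18 genes of glycolysis and ethanol fermentation, 16 were lower (median log2 fold change -2.38, camera adjusted p = 7.6e-07, and adjusted p = 0.51 with an estimated correlation), with TDH2 at -4.06, ENO2 at -3.36 and TPI1 at -2.81; TDH2 and TDH3 (-2.58), and ENO1 (-2.87) and ENO2, can share reads. Of 27 genes of protein glycosylation in the ER, 23 were lower (median log2 fold change -1.66, camera adjusted p = 3.7e-11, and adjusted p = 0.33 with an estimated correlation), among them the mannosyltransferase genes PMT4 (-2.66) and PMT2 (-2.49). Sterol synthesis had 15 of 24 members lower (median log2 fold change -1.20, camera adjusted p = 7.3e-08, and adjusted p = 0.28 with an estimated correlation), with ERG10 at -2.38 and ERG4 at -2.36. Of 20 genes of sulfate assimilation and methionine synthesis, 11 were lower and 3 higher (median log2 fold change -1.503, camera adjusted p = 0.0049, and adjusted p = 0.33 with an estimated correlation), from MET3 (-3.93) and SAM2 (-2.997) to the sulfate permease gene SUL1 (2.31). In the G1/S and DNA replication list, 17 of 21 genes were lower (median log2 fold change -1.66, camera adjusted p = 6.0e-08, and adjusted p = 0.28 with an estimated correlation), among them RNR1 (-3.04), the ribonucleotide reductase gene, and TOS4 (-2.71). Histone genes were lower in 7 of 10 cases (median log2 fold change -1.22, camera adjusted p = 0.0011, and adjusted p = 0.52 with an estimated correlation), with HTA2 at -2.44 and HTB2 at -2.43. Autophagy genes were higher in 9 of 17 cases (median log2 fold change 1.01, camera adjusted p = 0.0084, and adjusted p = 0.52 with an estimated correlation), with the kinase gene ATG1 at 2.37. The gene ATG16 (1.61) lost its call without either wild-type proline library, without the second glutamine library and without either dal80Δ library (highest limma adjusted p = 0.043). Of 37 ribosome biogenesis genes, 9 were lower, among them NOP1 (-1.56) and GAR1 (-1.55), and 1, NOP16, was higher (1.005) (median log2 fold change -0.32, camera adjusted p = 0.18); scaled by totals of ORF reads the median is 0.60, or -0.36 relative to that of all genes, and NOP1 and GAR1 lose their calls. Without the second glutamine library or the second wild-type proline library this list passed as lower (camera adjusted p = 0.030 and 0.019) and NOP16 lost its call (highest limma adjusted p = 0.011), and without the first of either 4 members were higher and 5 lower. Of 18 genes of the citrate cycle and glyoxylate shunt, 5 were higher, including MLS1 (4.03), ICL1 (1.96) and CIT2 (2.29), and 2 lower, with a median of -0.32, a mean of 0.29 and a camera adjusted p of 0.99, while scaled by totals the median is 0.60, or -0.36 relative to all genes; 4 were lower without the first glutamine library and 1 without the second wild-type proline library. Of 8 mitochondrially encoded genes, OLI1 (1.62) and COX1 (1.18) were higher (median log2 fold change 0.66, camera adjusted p = 0.058); the camera adjusted p was 0.036 without the first glutamine library and 0.044 without the second wild-type proline library, and COX1 lost its call in 5 of the 6 fits that leave out 1 library. Heat shock and chaperone genes had 2 members higher, HSP42 (2.71) and HSP78 (2.16), and 3 lower, among them HSP60 (-1.96), with a median of 0.06 but a test direction down (camera adjusted p = 0.99), and 6 were higher without the second glutamine library. Of 7 strain markers and reference genes, 4 were lower, ACT1 (-1.89), VMA1 (-1.74), TDH3 and URA3 (-1.24), and SPT15 had a log2 fold change of -0.20 and ALD6 of -0.39 (median log2 fold change -1.24, camera adjusted p = 0.051, 0.036 without the first glutamine library and 0.039 without the second wild-type proline library). Adjusted over the list alone, the counts of the lists in this paragraph were the same. Under the scaling by totals of ORF reads, which raises the median gene to 0.96, the medians of 8 of these lists stayed below 0 with fewer members lower: 21 ribosomal protein genes (3 higher, median -0.39), 13 of glycolysis (-1.46), 9 of ER glycosylation (-0.74), 4 of sterol synthesis (1 higher, -0.28), 8 of G1/S and DNA replication (-0.74), 2 histone genes (-0.30), 8 of the sulfate list (5 higher, -0.58) and 1 of the strain markers and reference genes (-0.33). Autophagy then had 14 higher, ribosome biogenesis 11 higher and 0 lower, the citrate cycle 7 higher and 0 lower, mitochondrially encoded genes 6 higher and chaperones 9 higher and 1 lower, and the calls of ACT1, VMA1 and URA3 were lost. With TMM factors ribosome biogenesis had 4 higher and 8 lower and the citrate cycle 1 lower.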

Consistent with previous reports, *DAL80* was found in our set of NCR-sensitive genes (S4 Table), showing very low expression in glutamine-containing medium and strong derepression in proline (S2A Fig). 

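DAL80 (YKR034W, chromosome 11 from 506898 to 507707 of R64) encodes the GATA repressor studied here. It had 16.8 ± 1.20 scaled reads in glutamine and 3133 ± 571 in proline (SD, n = 2 each), a log2 fold change of 7.45 (SE 0.31, limma adjusted p = 5.1e-06). Of the 5 genes of GATA factors and their regulator, 3 were higher in proline (median log2 fold change 1.60, camera adjusted p = 0.0012, and adjusted p = 0.33 with an estimated correlation; adjusted over the list alone, 3), and 5 were with TMM factors, under the scaling by totals of ORF reads and by edgeR, and 4 by DESeq2. The activator genes GAT1 (YFL021W) and GLN3 (YER040W) had log2 fold changes of 2.89 (limma adjusted p = 5.1e-06) and 1.60 (limma adjusted p = 4.5e-05). GZF3, a second GATA repressor gene, had a value of 0.99, just under the fold change threshold (limma adjusted p = 7.2e-04).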

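All 205 genes that earlier screens named as NCR-sensitive were tested, and 93 of them (45.4%) were higher in proline, against 26.6 expected from 733 higher genes among 5645 (odds ratio 6.23, Fisher's exact test, p = 2.3e-31). These include the transporter genes MEP2 (3.72, limma adjusted p = 1.7e-05) and GAP1 (2.97), the general amino acid permease. UGA4 (2.57), the GABA permease gene, was higher, as was UGA3 (3.31), its activator gene. Another 18 of the 205 were lower in proline, fewer than the 31.9 expected (odds ratio 0.513, Fisher's exact test, p = 0.0057). Among these 18 were 5 genes already given as lower, AGP1, BAP2, BAP3, PTR2 and GDH1. The α-factor gene MF(ALPHA)1, also on the list, had a log2 fold change of 0.42 (limma adjusted p = 0.033). With totals of ORF reads as the scaling, 137 of the 205 were higher (odds ratio 2.33) and 6 lower (odds ratio 0.866, Fisher's exact test, p = 1).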

More globally, 97 of the 205 genes previously identified as NCR-sensitive were also found in our list (*P*<0.0001, Chi-square test; S4 Table).

**Fig 2:**
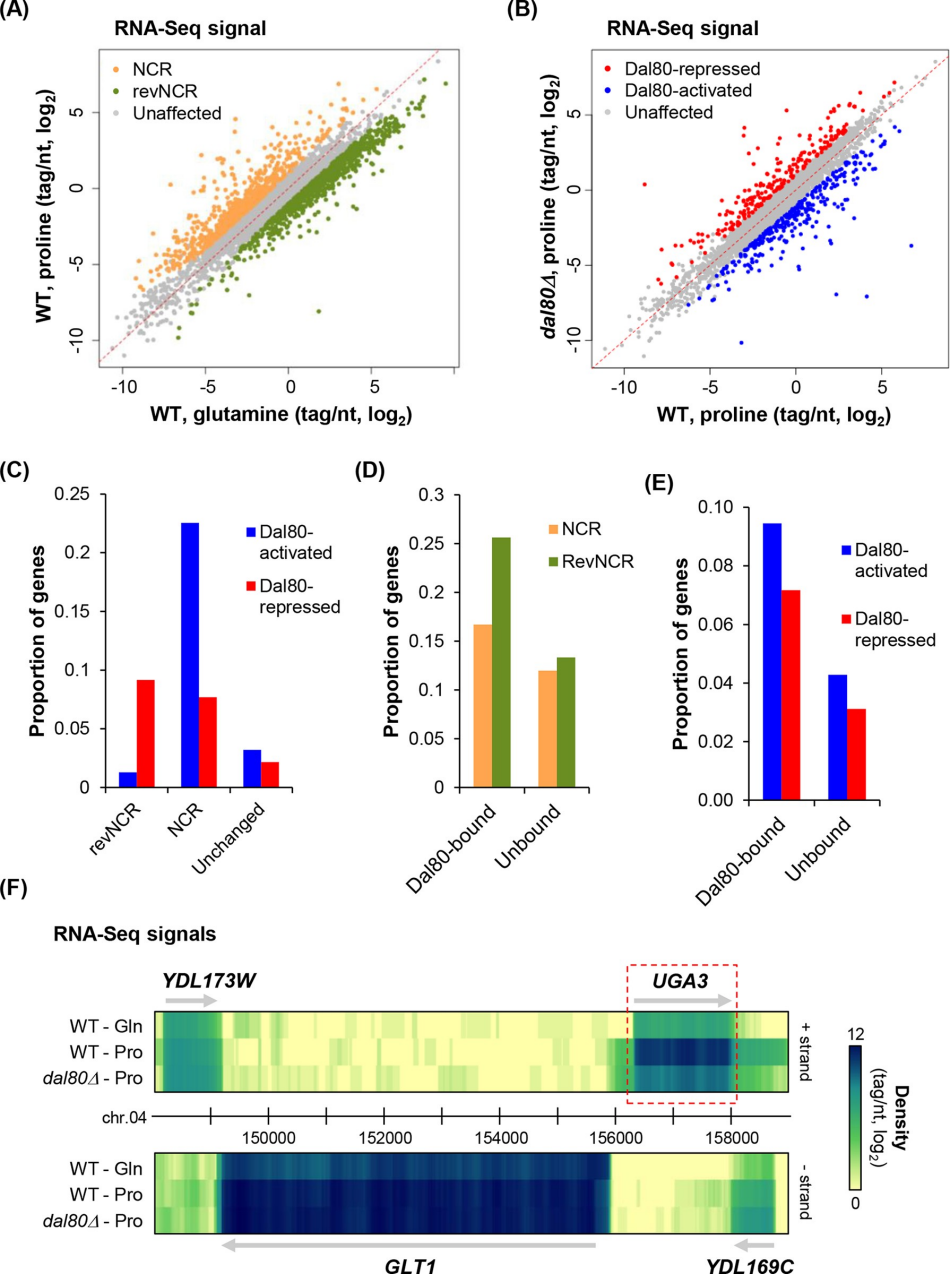
Dal80 recruitment to promoters correlates with nitrogen- and Dal80-sensitive gene expression. (A) Scatter plot of densities (tag/nt, log_2_ scale) for genes in wild-type (WT) cells grown in proline- or glutamine-containing medium. For each condition, total RNA was extracted from exponentially growing biological replicates of 25T0b (WT). After rRNA depletion, strand-specific RNA-Seq libraries were constructed and then sequenced. Tag densities were computed using uniquely mapped reads. NCR- and revNCR-sensitive genes were identified on the basis of a proline/glutamine ratio ≥2 or ≤0.5, respectively, with a *P*-value ≤0.01 upon differential expression analysis using DESeq [93]. Unaffected (4116), NCR-sensitive (754) and revNCR-sensitive (928) genes are shown as grey, orange and green dots, respectively. (B) Scatter plot of densities (tag/nt, log_2_ scale) for genes in 25T0b (WT) and FV080 (*dal80Δ*) cells grown in proline-containing medium. RNA extraction and construction of RNA-Seq libraries were as described above. Dal80-regulated genes were identified using a mutant/WT ratio ≥2 (Dal80-repressed) or ≤0.5 (Dal80-activated), with a *P*-value ≤0.01 upon differential expression analysis using DESeq [93]. Unaffected (n = 5252), Dal80-repressed (n = 232) and Dal80-activated (n = 314) genes are shown as grey, red and blue dots, respectively. (C) Proportion of Dal80-activated (blue bars) and Dal80-repressed (red bars) genes among revNCR-sensitive, NCR-sensitive and unchanged (*ie* neither revNCR nor NCR) genes. The numbers of genes among each group are presented in S2B Fig. *P* < 0.00001 upon Chi-square test of independence. (D) Proportion of NCR-sensitive (orange bars) and revNCR-sensitive (green bars) among Dal80-bound and unbound genes. See also S2C Fig for the numbers of genes among each group. *P* < 0.00001 upon Chi-square test of independence. (E) Proportion of Dal80-activated (blue bars) and Dal80-repressed (red bars) genes among Dal80-bound and unbound genes. See also S2D Fig for the numbers of genes among each group. *P* < 0.00001 upon Chi-square test of independence. (F) Snapshot of RNA-Seq signals for the NCR-sensitive, Dal80-activated gene *UGA3*. RNA-Seq signals are visualized as a heatmap. The upper and lower panels show the signals for the + and—strands, respectively. The color turns from yellow to dark blue as the signal increases (scale on the right). The *UGA3* mRNA is highlighted using the red box. The neighboring genes (*YDL173W*, *GLT1* and *YDL169C*) are also indicated. The snapshot was produced using the VING software [94].

In parallel, we identified 546 genes showing significantly altered expression (fold-change ≥2 or ≤0.5, *P* ≤0.01) in proline-grown *dal80Δ* cells compared to wild type (Fig 2B; S5 Table). 

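In dal80Δ cells the deleted gene kept 6.15 and 2.75 scaled reads on its ORF in the 2 libraries, against 3537 and 2729 in wild type in proline, a log2 fold change of -9.23 (SE 0.31, limma adjusted p = 3.3e-06). In proline, 453 of 5645 tested genes (8.02%) differed between dal80Δ and wild type (limma, adjusted p at most 0.01 and the same fold threshold), 203 of them higher (Dal80-repressed) and 250 lower (Dal80-activated), the deleted gene included. The strains compared are of opposite mating type, and 25 of the 40 tested mating genes are among the 250 and 4 among the 203. Of the 250 genes, 250 are in the activated list of S5 Table and none is in its repressed list, and of the 203 genes, 193 are in its repressed list and none in its activated list; S5 Table was made from these libraries. The counts rest on 2 libraries per group: without the first or second dal80Δ library 75 and 89 genes were higher and 126 and 150 lower, and without the first wild-type proline library 104 were higher and 159 lower. Scaled by totals of ORF reads, 138 genes were higher and 440 lower in dal80Δ.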

In agreement with the previously described repressive activity of Dal80 [35], 232 genes are indeed negatively regulated by Dal80 (up in *dal80Δ*; red dots in Fig 2B). 

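The genes with the largest rise in dal80Δ include catabolic enzymes and permeases. ARO10 (YDR380W, chromosome 4 from 1234218 to 1236125 of R64), the phenylpyruvate decarboxylase gene, had 173 ± 20.5 scaled reads in wild type and 25149 ± 8165 in dal80Δ (SD, n = 2 each), a log2 fold change of 7.14 (SE 0.44, limma adjusted p = 4.7e-05). ARO9, an aromatic aminotransferase gene, had a value of 6.67 (limma adjusted p = 2.1e-04). UGA4 (YDL210W, chromosome 4 from 84270 to 85985) had 770.2 ± 193 scaled reads in wild type and 45211 ± 3034 in dal80Δ, a log2 fold change of 5.89 (limma adjusted p = 2.6e-06). PTR2 (5.21), PDC6 (4.93), AGP1 (4.43) and the NADP-dependent glutamate dehydrogenase gene GDH3 (4.17) were also higher. HMRA1, which encodes the a1 mating-type protein, had 0 reads in the 4 wild-type libraries and 421 ± 110.0 scaled reads in dal80Δ, at least 198-fold higher than the 3 reads per library that a count of 0 allows (limma adjusted p = 2.1e-05); the dal80Δ strain is MATa, and copies at MAT and HMR are near-identical. Of 9 genes of aromatic and branched-chain amino acid catabolism, 4 were higher and 1, ADH5, was lower (-3.15), with a median of -0.12, a mean of 1.76 and a camera adjusted p of 0.47. Of 5 genes of glutamate and glutamine metabolism, GDH3 and GDH1 (2.55) were higher, and the list did not pass (median log2 fold change 0.12, camera adjusted p = 0.15, with a median of -0.14 under the scaling by totals of ORF reads). Of the GATA factor genes, GZF3 was higher (1.26, limma adjusted p = 8.4e-04) and GLN3 (-1.19) lower, besides DAL80 itself, and GAT1 had a value of -0.47 (limma adjusted p = 0.024); without DAL80, which the deletion itself removes, the other 4 members did not pass as a list (median log2 fold change -0.57, camera adjusted p = 0.14). GZF3 lost its call without either dal80Δ library (highest limma adjusted p = 0.017). The counts of these 3 lists were the same adjusted over the list alone.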

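Mating genes were among the genes that differed most in dal80Δ. Of the 40 tested mating genes, 25 were lower and 4 higher in dal80Δ. The mating lists were written after mating genes had been seen in S5 Table, so their p-values in dal80Δ are no independent support. The α-factor genes MF(ALPHA)1 (YPL187W, chromosome 16 from 193648 to 194145 of R64) and MF(ALPHA)2 fell from 34543 ± 5232 and 4159 ± 782 scaled reads in wild type to 24.9 ± 1.402 and 1.17 ± 0.685 in dal80Δ (SD, n = 2 each), log2 fold changes of -10.37 and -10.93 (limma adjusted p = 3.2e-08 and 1.6e-06). These 2, STE3 (-5.33), the a-factor receptor gene, and SAG1 (-5.22), the α-agglutinin gene, are the 4 tested α-specific genes, and 4 of 4 were lower (median log2 fold change -7.85, camera adjusted p = 5.0e-08, and adjusted p = 0.34 with an estimated correlation). Of the 7 a-specific genes, 3 were higher in dal80Δ, MFA2 (3.44), STE6 (2.000) and MFA1 (1.86), and the α-factor receptor gene STE2 had a value of 0.94, under the fold threshold (median log2 fold change 0.94, camera adjusted p = 0.041, and adjusted p = 0.42 with an estimated correlation; camera adjusted p = 0.092 without the second wild-type proline library and 0.053 without the second dal80Δ library), and 1 was lower without either glutamine library and under the scaling by totals of ORF reads. Of 23 haploid-specific and pheromone-response genes, 17 were lower (median log2 fold change -1.84, camera adjusted p = 5.3e-15, and adjusted p = 0.35 with an estimated correlation), with AGA1 (-5.57), PRM1 (-5.40) and FUS1 (-5.16) the lowest among those with reads in every library. PRM6 had 0 reads in dal80Δ and 76.0 ± 21.5 scaled reads in wild type, at least 41.1-fold lower, and with PRM6 at that bound the list's median is also -1.84. Of 6 genes of the mating-type cassettes, whose copies share reads, 4 were lower and HMRA1 was higher (median log2 fold change -1.998, camera adjusted p = 0.017, and adjusted p = 0.44 with an estimated correlation), with 2 lower without the first wild-type proline library or either dal80Δ library; HMRA1 at its bound leaves the median at -1.998. In wild type, 7 of 7 a-specific genes were also higher in proline than in glutamine (median log2 fold change 3.71, camera adjusted p = 2.4e-05, and adjusted p = 0.28 with an estimated correlation), from STE6 (1.78) to MFA1 (6.09), while HMRA1 had no reads in either medium. Pheromone-response genes were higher in proline in 14 of 23 cases and lower in 1, HO (-3.03), a mating-type switching gene (median log2 fold change 1.44, camera adjusted p = 4.7e-06, and adjusted p = 0.51 with an estimated correlation). The α-specific genes had 0 calls in this comparison by limma, edgeR or DESeq2, with 1 higher and 3 lower at a limma unadjusted p under 0.05 (median log2 fold change -0.61, camera adjusted p = 0.45, with a median of 0.31 under the scaling by totals), and 1 was lower without the second glutamine library and 1 higher under that scaling. Of the cassette genes, 3 of the 6 were higher in proline (median log2 fold change 0.82, camera adjusted p = 0.27), 1 without the first wild-type proline library. Adjusted over the list alone, 15 pheromone-response genes were higher in proline and 1 a-specific gene was lower in dal80Δ, and the other counts were the same. DAL80 and mating type differ together between these strains.

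**Figure D2:**
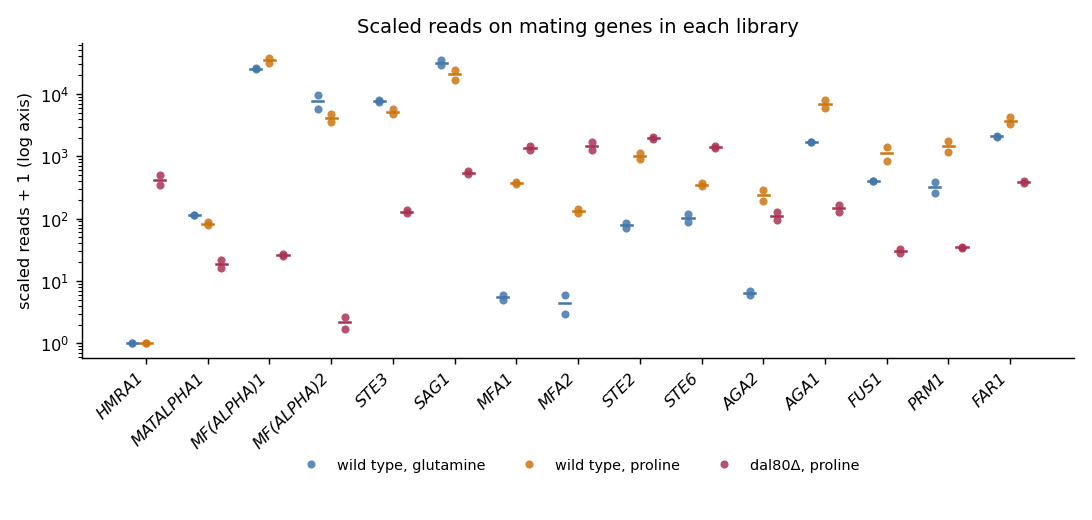
Scaled reads plus 1 (log axis) on 15 mating-type, a-specific, α-specific and pheromone-response genes in the 2 libraries of each group, with a bar at the mean. HMRA1 is read in dal80Δ alone (mean 421), and MF(ALPHA)1 falls from a mean of 34543 in wild type in proline to 24.9.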

Unexpectedly, 314 genes are positively regulated by Dal80 (down in *dal80Δ*; blue dots in Fig 2B). This is the first *in vivo* global indication suggesting a positive function for Dal80 in gene expression. 

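Genes of allantoin and urea use were higher in dal80Δ, as were part of the genes of GABA and amino acid uptake and use. Most of the listed genes of arginine and lysine synthesis, and of histidine, aromatic and branched-chain amino acid synthesis, were lower. Of 9 genes of allantoin and urea use, 9 were higher (median log2 fold change 2.63, camera adjusted p = 2.3e-09, and adjusted p = 0.21 with an estimated correlation), with DAL4 at 3.25, DAL7 at 3.19, the urea amidolyase gene DUR1,2 at 3.06 and DAL5 at 2.62. Of 15 genes of proline, GABA, arginine and asparagine use, 7 were higher and 2 lower (median log2 fold change 1.39, camera adjusted p = 0.0022, and adjusted p = 0.42 with an estimated correlation), with PUT1 at 0.43 (limma adjusted p = 0.16) and PUT4 at 1.39 (limma adjusted p = 0.046) outside the threshold. Of 23 permeases, 12 were higher (median log2 fold change 1.12, camera adjusted p = 1.1e-05, and adjusted p = 0.21 with an estimated correlation), among them MUP1 (3.25) and DIP5 (3.15). Arginine and lysine synthesis had 12 of 18 genes lower (median log2 fold change -1.66, camera adjusted p = 7.0e-11, and adjusted p = 0.37 with an estimated correlation). Its member ARG5,6 (YER069W, chromosome 5 from 295410 to 298001 of R64) had 45033 ± 2746 scaled reads in wild type and 4997 ± 1320.0 in dal80Δ (SD, n = 2 each), a log2 fold change of -3.20 (SE 0.23, limma adjusted p = 8.8e-05), and ARG3 (-3.10), ARG7 (-3.05) and ARG8 (-2.26) were lower too. Of 27 genes of histidine, aromatic and branched-chain amino acid synthesis, 17 were lower (median log2 fold change -1.14, camera adjusted p = 2.3e-11, and adjusted p = 0.42 with an estimated correlation), with LEU4 and ARO3 at -2.54 and -2.54, and HIS5 and HIS4 at -2.13 and -1.99. The sulfate and methionine list went the other way, with 8 of 20 genes higher, among them MET3 (2.75) and MHT1 (2.49), and 1 lower, STR3 (-2.20) (median log2 fold change 0.91, camera adjusted p = 0.0039, and adjusted p = 0.35 with an estimated correlation). MHT1 lost its call without the first dal80Δ library (limma adjusted p = 0.013). Adjusted over the list alone, 13 genes of arginine and lysine synthesis were lower and 9 sulfate and methionine genes higher, and the other counts were the same. Leaving out 1 library left the direction and the camera call of these 6 lists in place and lowered some counts: histidine, aromatic and branched-chain synthesis had 11, 7 and 10 genes lower without the second wild-type proline and the first and second dal80Δ libraries, and the sulfate list had 4, 2 and 4 higher without the first wild-type proline and the 2 dal80Δ libraries. The list of proline, GABA, arginine and asparagine use had 1 lower member without the second dal80Δ library. Under the scaling by totals of ORF reads, 1 permease gene and 2 sulfate and methionine genes were lower.

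**Figure D3:**
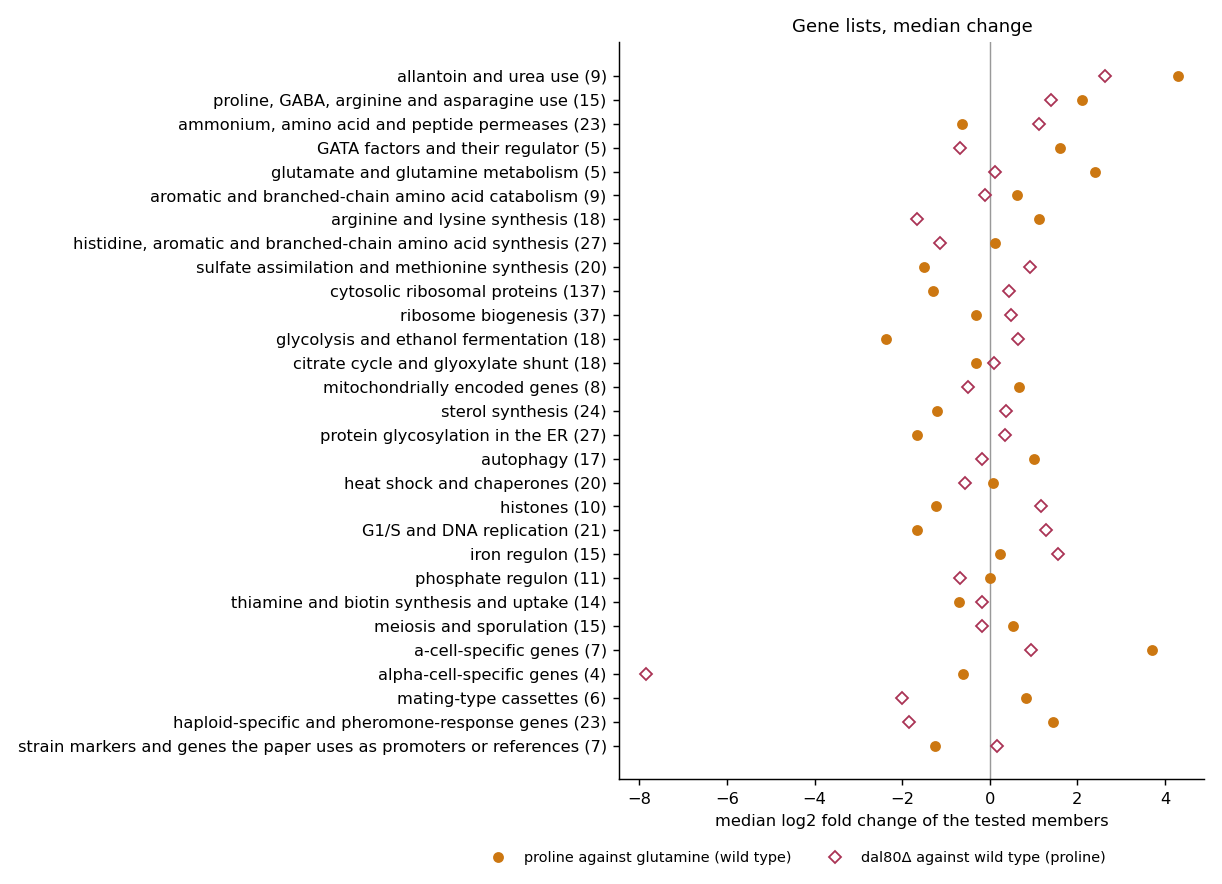
Median log2 fold change of the tested members of 29 gene lists (number of tested genes in brackets), for proline against glutamine in wild type (filled circles) and for dal80Δ against wild type in proline (open diamonds). The GATA list includes DAL80, which is deleted in dal80Δ. Allantoin and urea use lies to the right of 0 in both (4.29 and 2.63), while arginine and lysine synthesis lies at 1.13 and -1.66; under a scaling by totals of ORF reads the medians of permeases, ribosome biogenesis, the citrate cycle, thiamine and biotin and α-specific genes (proline) and of glutamate metabolism, the citrate cycle and strain markers (dal80Δ) change sign.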

The Dal80-repressed group was enriched for genes involved in small molecule catabolic processes (S6 Table), while the Dal80-activated genes were mostly involved in amino acid biosynthesis (S7 Table). 

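Of the 205 genes of earlier nitrogen screens, 76 (37.1%) were Dal80-sensitive, 59 Dal80-repressed and 17 Dal80-activated. Independence would give 16.4 (odds ratio 7.91, Fisher's exact test, p = 4.0e-33). Of the 59, 34 were also higher in proline than in glutamine in wild type, among them DAL2 (2.85) and OPT2 (1.96). Of the 17, 12 were also higher in proline, among them the argininosuccinate synthase gene ARG1 (YOL058W), with a log2 fold change in dal80Δ of -2.09 (limma adjusted p = 3.8e-04). The 17 include the mating genes FUS1 and MF(ALPHA)1. GDH2 (-0.64, limma adjusted p = 0.083) and GLN1 (-0.04, limma adjusted p = 0.90), both on the list, did not pass in dal80Δ. Without the first or second dal80Δ library, 48 and 50 of the 205 genes were Dal80-sensitive, and at an adjusted p of at most 0.05 with no fold threshold 110 were (odds ratio 2.75).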

Again, we noticed an overlap between Dal80-regulated genes and nitrogen regulated genes that were identified in other screens: 86 of the 205 previously identified nitrogen-regulated genes have been identified as Dal80-regulated, which is much more than expected by chance (*P*<0.0001, Chi-square test; column D of S3 Table).

Globally, we observed a significant correlation between Dal80-sensivity and regulation by the nitrogen source (*P*<0.00001, Chi-square test; Fig 2C; see also S2B Fig). Indeed, there are more NCR-sensitive Dal80-activated and Dal80–repressed genes than expected in case of independence (Fig 2C; see also S2B Fig). Similarly, the number of revNCR-sensitive Dal80-repressed genes is also significantly higher than expected by chance (Fig 2C; see also S2B Fig). In contrast, the number of revNCR-sensitive Dal80-activated genes is significantly lower than expected by chance (Fig 2C; see also S2B Fig), indicating a negative correlation in this case. This observation is consistent with the *DAL80* gene itself being NCR-sensitive, so that the Dal80-activated genes can only be activated when *DAL80* is expressed.

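Nitrogen regulation in wild type and Dal80 sensitivity were not independent: the 3 by 3 table of both calls over 5645 genes gave a chi-square of 582.2 (4 degrees of freedom, p = 1.1e-124). Both comparisons use the same 2 wild-type proline libraries, which alone makes their chance values run in opposite directions. In 50 simulations of libraries with no effect, the covariance of the 2 log2 fold changes was -0.0257 (range -0.0293 to -0.0231), and the observed covariance was -0.261, a difference of -0.235. The correlation across genes was -0.296 observed and -0.489 simulated, and genes are not independent replicates. With 1 wild-type proline library given to each comparison the covariance was -0.233 and -0.241. The simulated libraries gave a mean of 0 genes both NCR-sensitive and Dal80-activated and 0.1 both revNCR-sensitive and Dal80-repressed, values that leave out the real effects.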

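Genes that rose in proline and fell in dal80Δ include those of arginine synthesis and of pheromone response. Of 250 Dal80-activated genes, 141 (56.4%) were NCR-sensitive, against 32.5 for independent lists (odds ratio 10.5, Fisher's exact test, p = 1.5e-63). The ornithine transporter gene ORT1 (1.71 in proline and -1.96 in dal80Δ) and the thiamine transporter homolog gene THI72 (1.47 and -1.92) are examples. Without the 40 mating genes the overlap was 127 of 225 (odds ratio 10.7, Fisher's exact test, p = 1.7e-58). Of 203 Dal80-repressed genes, 49 (24.1%) were NCR-sensitive, against 26.4 expected (odds ratio 2.21, Fisher's exact test, p = 9.7e-06). CIT2, the peroxisomal citrate synthase gene, and SPS4 were higher in both comparisons (log2 fold changes in dal80Δ of 1.66 and 2.20), although SPS4 lost this call without either dal80Δ library (highest limma adjusted p = 0.013). Without the first wild-type proline, the first dal80Δ or the second dal80Δ library, the overlap with activated genes was 93, 81 and 86 genes and that with repressed genes 31, 26 and 30 (odds ratios 3.48, 3.95 and 3.79 for the latter). The overlap with activated genes was 356 genes under totals of ORF reads (odds ratio 5.33) and 480 at an adjusted p of at most 0.05 with no fold threshold (odds ratio 3.80). The overlap with repressed genes turns with the scaling and the threshold, with an odds ratio of 0.785 for totals of ORF reads and 0.436 at an adjusted p of at most 0.05 with no fold threshold (Fisher's exact test, p = 0.17 and 2.6e-22). With 1 wild-type proline library for each comparison the 2 overlaps were 97 and 34 genes, or 101 and 39 with the libraries exchanged.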

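Permease, sulfate and DNA replication genes make up part of the genes that were lower in proline than in glutamine in wild type and higher in dal80Δ. Of 203 Dal80-repressed genes, 80 (39.4%) were revNCR-sensitive, against 31.6 for independent lists (odds ratio 3.79, Fisher's exact test, p = 4.1e-17). AGP1 had 23875 ± 80.5 scaled reads in glutamine, 701 ± 78.0 in wild type in proline and 15070.3 ± 16.7 in dal80Δ (SD, n = 2 each). MUP1, PTR2, MET3 and GDH1 followed the same course, with 5232, 8161, 4296 and 54137 scaled reads in dal80Δ against 571, 219.8, 635 and 9231 in wild type in proline. The replication genes RNR1 (1.61) and POL30 (1.67) and the cyclin gene PCL1 (3.01) were also higher in dal80Δ. The overlap was 38 genes without the first wild-type proline library, and 23 and 27 (odds ratios 2.47 and 2.45) without the first and second dal80Δ libraries. Under the scaling by totals it was 29 genes (odds ratio 8.89), and GDH1 was not called in proline. Given 1 wild-type proline library to each comparison the overlap was 34 of 101 genes, or 55 of 166 with the libraries exchanged, against 15.6 and 22.7 expected.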

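Of 250 Dal80-activated genes, 7 (2.80%) were revNCR-sensitive, against 38.9 for independent lists (odds ratio 0.150, Fisher's exact test, p = 4.3e-11). Among these 7, named after their values were seen, are ASN2, an asparagine synthetase gene (log2 fold changes of -1.41 in proline and -2.04 in dal80Δ), the acid phosphatase gene PHO3 (-2.43 and -1.87) and MRH1 (-1.71 and -2.14), a plasma membrane protein gene. The dal80Δ call of PHO3 was lost without either wild-type proline library or the first dal80Δ library (highest limma adjusted p = 0.024), and the proline calls of ASN2 and MRH1 under the scaling by totals, as their log2 fold changes were then -0.49 and -0.79. The first has a Gcn4 site in its promoter and is in the P class, and the other 2 have neither. With separate wild-type proline libraries for the 2 comparisons the overlap was 3 or 5 genes, with 25.2 and 26.7 expected. It was 14 without the first glutamine library (odds ratio 0.253), 3 without either wild-type proline library (0.0826 without the second), and 2 and 6 without the first and second dal80Δ libraries (0.0865 and 0.225).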

More importantly, Dal80 recruitment to promoters significantly correlated with nitrogen- and Dal80-sensitivity. 

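Of 1261 tested genes with a Dal80-bound promoter, 212 were NCR-sensitive, 310 revNCR-sensitive and 739 unchanged. Bound promoters made up 28.9% of the 733 NCR-sensitive genes and 35.3% of the 878 revNCR-sensitive genes, and 18.3% of 4034 unchanged genes (chi-square 141, 2 degrees of freedom, p = 2.4e-31). Against unchanged genes the odds ratio was 1.81 for NCR-sensitive (Fisher's exact test, p = 2.0e-10) and 2.43 for revNCR-sensitive genes (p = 2.2e-26). The paper reports that some peaks cover more than 1 promoter, mainly of divergent genes. Bound genes are therefore not all independent, and these p-values may be too small. Bound genes that were higher in proline include DAL80, PUT1, GDH2, GLN1 and BAT2, and bound genes that were lower include MET6 (-2.61), the methionine synthase gene, ERG3 (-2.07) and RPL16B (-2.47). BAP3, MUP1 and MLS1, which changed as much, are not bound. The list of 1269 bound promoters comes from the ChIP-Seq of the paper (S1 Table), of which 1261 had enough RNA-seq reads to be tested. Under the scaling by totals of ORF reads, 553 bound genes were higher in proline and the odds ratio for NCR-sensitive genes fell to 0.918 (Fisher's exact test, p = 0.20).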

In fact, nitrogen-regulated expression and Dal80-binding are not independent, as NCR-sensitive (212) and especially revNCR-sensitive (325) genes are significantly enriched in Dal80-bound genes (*P*<0.00001, Chi-square test; Fig 2D; see also S2C Fig). We also observed a significant correlation between Dal80-sensitive gene expression and Dal80 recruitment at the promoter: 211/546 of Dal80-regulated genes were bound by Dal80, including 120/314 Dal80-activated and 91 Dal80-repressed genes, which again is much more than expected by chance (*P*<0.00001, Chi-square test; Fig 2E; see also S2D Fig). 

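Of the 250 Dal80-activated genes, 109 (43.6%) had a Dal80-bound promoter, and of the 203 Dal80-repressed genes 85 (41.9%), against 1067 of 5192 unchanged genes (20.6%; chi-square 119.4, 2 degrees of freedom, p = 1.2e-26). The odds ratio against unchanged genes was 2.99 for activated (Fisher's exact test, p = 2.0e-15) and 2.79 for repressed genes (p = 1.9e-11). Since divergent genes can share a peak, these p-values, too, may be too small. Bound activated genes include the arginine synthesis genes ARG1, ARG3, ARG5,6, ARG7 and ARG8, and bound repressed genes include the allantoin genes DAL2, DAL4, DAL5 and DAL7, DUR1,2, UGA4 and ARO10. PTR2, AGP1, MUP1 and MET3 were Dal80-repressed without a bound promoter, and GLN3 and the α-factor gene MF(ALPHA)2 Dal80-activated without one. Of the 109 bound activated genes, 7 are mating genes. Without the first or second dal80Δ library 62 and 72 bound genes were activated and 35 and 42 repressed, and without the first wild-type proline library 50 were repressed. The odds ratio of activated genes was 1.99 under the scaling by totals, and those of activated and repressed genes 1.64 and 1.66 at an adjusted p of at most 0.05 with no fold threshold. From the enrichment of bound promoters among nitrogen-regulated and Dal80-regulated genes, the paper concludes that Dal80 recruitment to promoters is physiologically relevant.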

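UGA3 (YDL170W, chromosome 4 from 156318 to 157904 of R64) encodes the transcription activator of the GABA genes. It had 558 ± 9.46 scaled reads in glutamine, 5561 ± 421 in wild type in proline and 1782 ± 254 in dal80Δ (SD, n = 2 each). The fall in dal80Δ is a log2 fold change of -1.65 (SE 0.14, limma adjusted p = 1.9e-04), and the call held in each of the 6 fits that leave out 1 library. Its neighbor GLT1 had a value of 0.12 (limma adjusted p = 0.67) and PAR32 (YDL173W) of 0.32 (limma adjusted p = 0.086). UGX2, on the other side, was higher in dal80Δ (1.15, limma adjusted p = 0.006) but lost this call without either wild-type proline library and without either dal80Δ library (highest limma adjusted p = 0.056), and under the scaling by totals of ORF reads.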

Fig 2F shows an illustrative example of an NCR-sensitive, Dal80-activated gene (*UGA3*), the promoter of which is bound by Dal80 (Fig 1E). S3A Fig shows the RNA-Seq signals for another NCR-sensitive, Dal80-repressed and Dal80-bound gene (*MEP2*), correlating with Pol II occupancy levels (S3B Fig).

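MEP2 (YNL142W, chromosome 14 from 357453 to 358952 of R64) encodes a high-affinity ammonium permease. It had 3144 ± 624 scaled reads in glutamine, 41110.3 ± 4698 in wild type in proline and 89133 ± 6787 in dal80Δ (SD, n = 2 each). The rise in dal80Δ is a log2 fold change of 1.12 (SE 0.21, limma adjusted p = 0.0077), a fold of 2.17 just above the threshold. Both dal80Δ libraries lay above both wild-type proline libraries. The call was lost without either wild-type proline library and without either dal80Δ library (highest limma adjusted p = 0.059), and under the scaling by totals of ORF reads. GAP1, another permease gene of the P&O class, had a value of 1.45 (limma adjusted p = 0.0047) and lost its call in the same 4 fits (highest limma adjusted p = 0.038).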

In summary, there is a significant correlation between Dal80 recruitment to the promoter of genes and a regulation by the nitrogen source and/or Dal80 at the RNA level, indicating that Dal80 recruitment to promoters is physiologically relevant. More specifically, we identified a subset of 211 Dal80-bound genes that are regulated by Dal80 (S3 Table), and that are therefore a robust class of direct Dal80 targets.

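Genes both bound and Dal80-sensitive numbered 194, or 127 without the first wild-type proline library and 97 and 114 without the first and second dal80Δ libraries. Of the activated ones, 65 were also NCR-sensitive, and of the repressed ones, 29 were NCR-sensitive and 27 revNCR-sensitive. The 65 include UGA3, HIS5 (1.48 in proline) and YPR036W-A (3.86 in proline and -1.55 in dal80Δ), which lost its dal80Δ call without the first dal80Δ library (limma adjusted p = 0.0103). Examples of the 29 are GDH3 and CIT2, and of the 27 GDH1, PCL1 and the linker histone gene HHO1 (-1.22 and 1.63); GDH1 and HHO1 were not called in proline under the scaling by totals.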

### Dal80 occupancy across the intragenic region of a subset of genes

The metagene analysis described above revealed that the genes bound by Dal80 at the promoter also display a signal along the gene body, although this intragenic signal remains globally lower than in the promoter-proximal region (Fig 1D). This observation prompted us to investigate the possibility that Dal80 also occupies the gene body, at least for a subset of genes.

We identified 189 genes showing Dal80 intragenic occupancy, according to a >75% overlap of the ORF by a Dal80-Myc^13^ peak (Fig 3A and 3B). Among them, 144 (76%) were also bound at the promoter (Fig 3B). On the other hand, 45 genes showing Dal80 intragenic binding were not bound at the promoter (Fig 3B). Hence, we distinguished four classes of genes (S8 Table): (*i*) those bound by Dal80 at the promoter only (“P” class; Fig 3C; S8 Table, column C), (*ii*) those showing both promoter and intragenic binding (“P&O” class; Fig 3D; S8 Table, column E), (*iii)* those bound across the ORF only (“O” class; Fig 3E; S8 Table, column D), (*iv*) the unbound genes (Fig 3F). Interestingly, we noted that the global Dal80-Myc^13^ signal at the promoter was higher for the “P&O” class in comparison to the “P” class (Fig 3C and 3D).

**Fig 3:**
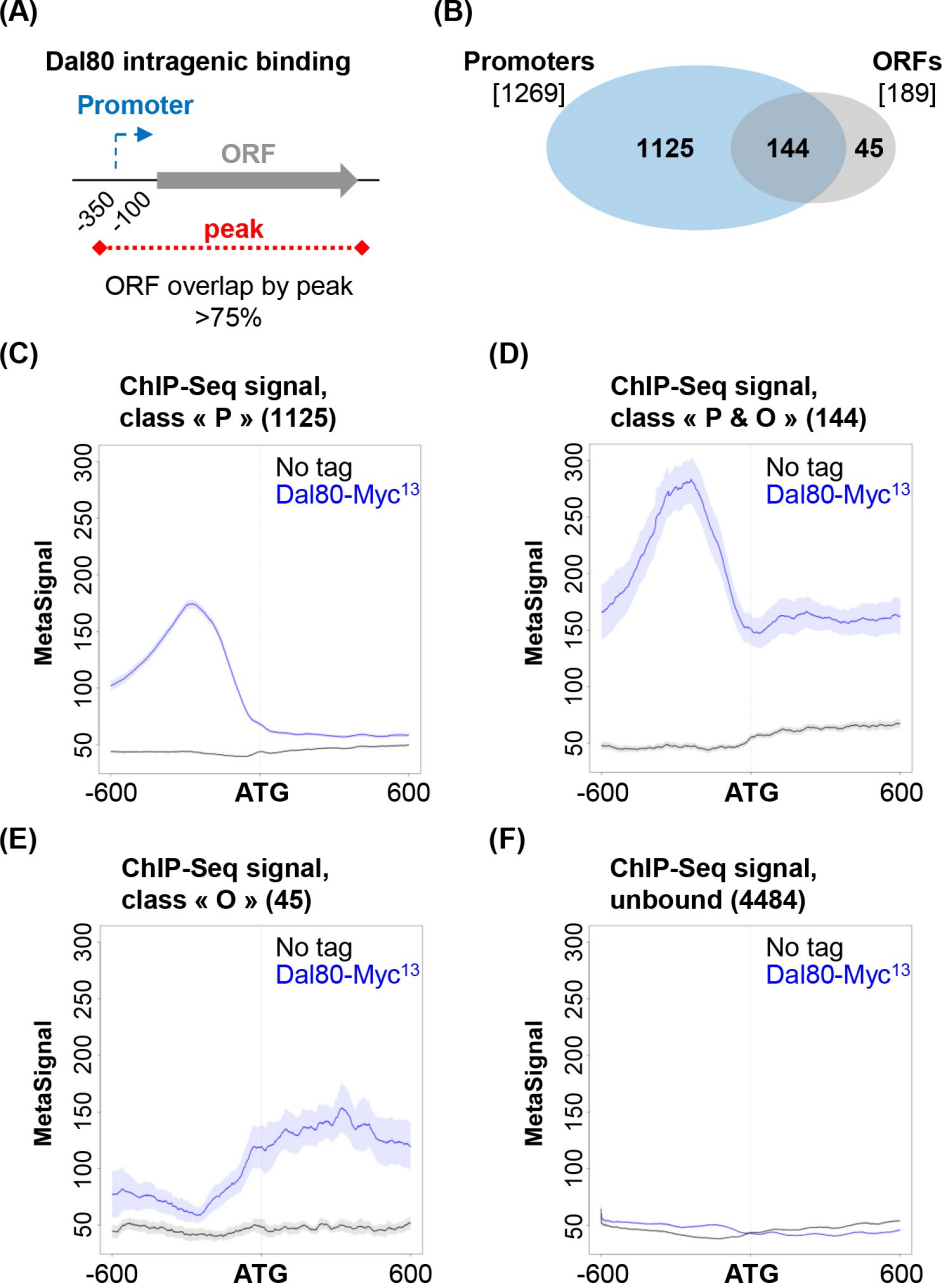
Dal80 spreading across the coding region of a subset of genes. (A) Identification of genes showing Dal80 intragenic binding. Dal80-bound ORFs were identified on the basis of a >75% overlap of the ORF by a Dal80-Myc^13^ peak (represented as a red dashed line). (B) Venn diagram showing the number of genes that are bound by Dal80 at the promoter and across the coding region (ORF). (C) Metagene view of the ChIP-Seq signal along the ATG +/- 600 bp region for the 1125 genes identified as bound by Dal80 at the promoter only (“P” class), in untagged (black) and *DAL80-MYC*^*13*^ cells (blue). MetaSignal computation was as described in Fig 1D. The shading surrounding each line denotes the 95% confidence interval. (D) Same as above for the 144 genes bound by Dal80 at the promoter and across the ORF (“P&O” class). (E) Same as above for the 45 genes bound by Dal80 across the ORF only (“O” class). (F) Same as above for the 4484 genes that are not bound by Dal80.

Most of the genes of the “O” class are not Dal80-sensitive (40/45; S8 Table, column J). Furthermore, a substantial fraction of them correspond to small dubious ORFs, close to or even overlapping an adjacent Dal80-bound gene promoter. In these cases, the limited resolution of the ChIP-Seq technique, combined to the small size of these genes, might have allowed them to pass the filters we used to identify Dal80 intragenic binding. 

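Of the 45 genes of the O class, 37 had enough reads to be tested, and 33 of these were not Dal80-sensitive. The other 4 made up 10.8% (exact 95% binomial interval 3.03% to 25.4%), an interval that holds the 8.02% of all tested genes. They were the oligopeptide transporter gene OPT2 and YOR072W-B (2.74), which were higher in dal80Δ, and YNL042W-B (-2.49) and YBR196C-B (-1.24), which were lower. All 4 are named after their values were seen. The limma adjusted p was 1.9e-04, 0.0064, 5.2e-04 and 0.0061, respectively. GCN4, also in this class, had a value of -0.57 in dal80Δ (limma adjusted p = 0.05). The median ORF of the 37 was 351 nt long, against 1236 nt for tested genes, and 21 are uncharacterized. Without the first or the second wild-type proline library, or without the first or the second dal80Δ library, 2 genes passed, and YOR072W-B and YBR196C-B did not (highest limma adjusted p = 0.052).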

Overall, these observations suggest that the existence of the “O” class is likely to be physiologically irrelevant. Therefore, this class will not be further considered in our study.

In conclusion, we identified a subset of genes showing intragenic Dal80 occupancy, in most cases correlating with a strong Dal80 recruitment at the promoter.

### Dal80 occupancy across gene bodies correlates with high expression levels

We asked whether Dal80 occupancy across gene bodies correlates with nitrogen-regulated gene expression and Dal80-sensitivity. We observed that nitrogen-regulated genes (NCR and revNCR; Fig 4A; see also S4A Fig) and Dal80-regulated genes (Dal80-activated and -repressed; Fig 4B; see also S4B Fig) were significantly more represented in the P&O class compared to the Dal80-unbound class.

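Nitrogen-regulated genes made up 84 of the 139 tested P&O genes (60.4%), 50 of them higher and 34 lower in proline. Of 1122 P genes, 162 were higher and 276 lower, and of 4384 genes with an unbound promoter, 521 and 568 (chi-square 193.1, 4 degrees of freedom, p = 1.2e-40). Against genes bound at neither promoter nor ORF, the odds ratio of nitrogen regulation for P&O genes was 4.63 (Fisher's exact test, p = 3.2e-18). P&O genes higher in proline include DAL5, PUT1, DUR3, GAP1 and MEP2, and those lower include RPP0, TPI1 and MET6. In dal80Δ, 21 P&O genes were lower, among them HIS4 and ADH5, and 20 higher, among them DAL4 and DIP5, together 29.5% of the class (odds ratio 6.71 against genes bound at neither, Fisher's exact test, p = 2.6e-17). P genes were lower in 88 cases and higher in 65, and unbound genes in 141 and 118 (chi-square 162.9, 4 degrees of freedom, p = 3.5e-34). P&O genes were more often NCR-sensitive than P genes (odds ratio 3.33, Fisher's exact test, p = 5.0e-09), while for revNCR-sensitive genes the odds ratio was 0.993 (p = 1). Under the scaling by totals of ORF reads these 2 odds ratios were 1.63 (Fisher's exact test, p = 0.0084) and 2.09 (p = 0.013), and that of nitrogen regulation against genes bound at neither was 1.99. At an adjusted p of at most 0.05 with no fold threshold, P&O genes had odds ratios of 1.98 (NCR-sensitive) and 0.640 (revNCR-sensitive) against P genes, and of 2.39 (nitrogen regulation) and 2.60 (Dal80-sensitive) against genes bound at neither. Without the first or second dal80Δ library, 48 and 56 P genes were lower and 22 and 29 higher in dal80Δ, and 13 P&O genes were higher in both; without the first wild-type proline library 35 P genes were higher, and 14 P&O genes were lower without the first dal80Δ library.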

**Fig 4:**
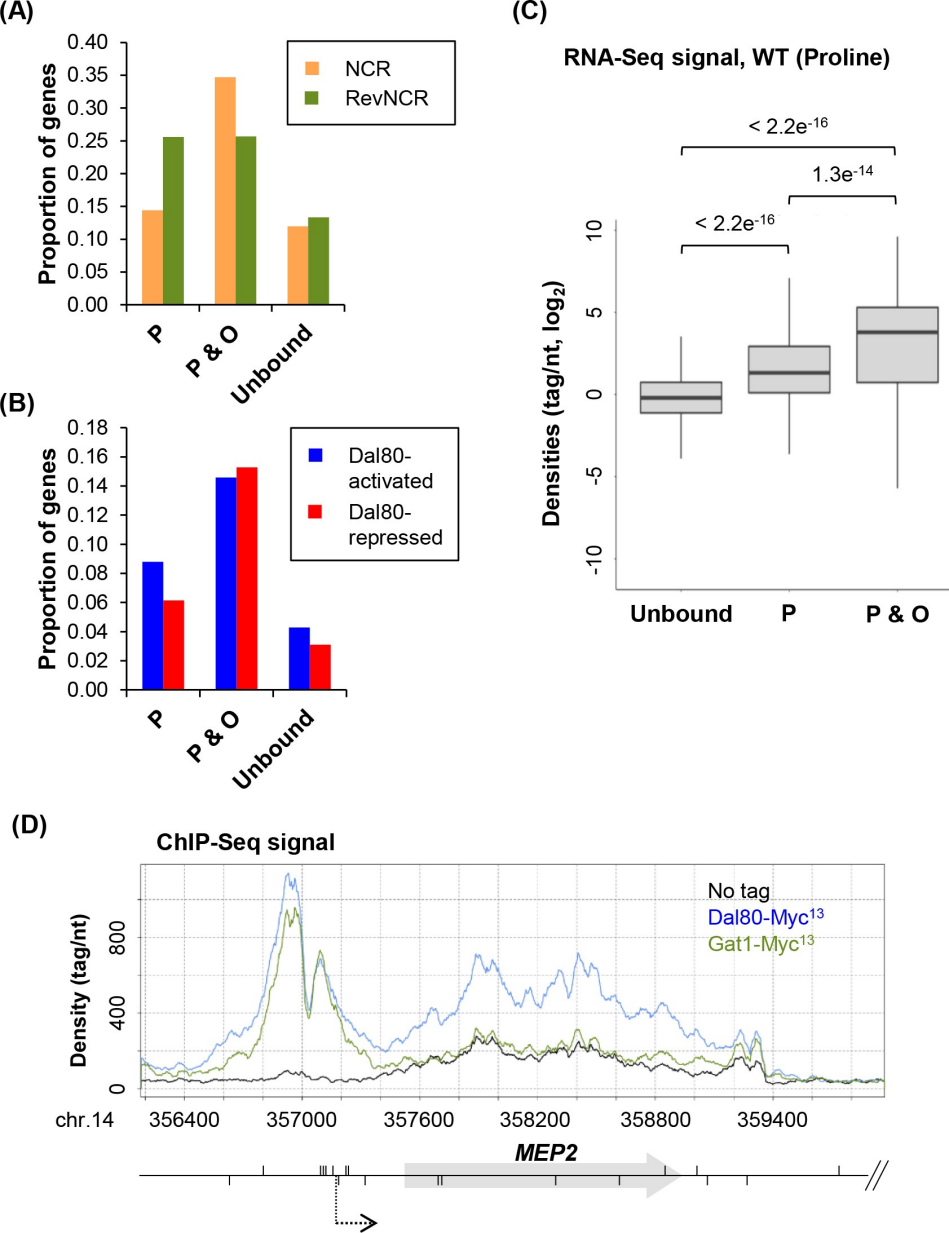
Dal80 spreading across gene bodies correlates with high expression levels. (A) Proportion of NCR-sensitive (orange bars) and revNCR-sensitive (green bars) among the “P”, “P&O” and unbound classes. See S4A Fig for the numbers of genes among each group. *P* < 0.00001 upon Chi-square test of independence. (B) Same as above for the Dal80-activated (blue bars) and Dal80-repressed (red bars) genes. See S4B Fig for the numbers of genes among each group. *P* < 0.00001 upon Chi-square test of independence. (C) Box-plot of densities (tag/nt, log_2_ scale) in wild-type cells grown in proline-containing medium, for genes of the unbound, “P” and “P&O” classes. *P*-values obtained upon Wilcoxon rank-sum test are indicated. (D) Snapshot of ChIP-Seq signals along the *MEP2 locus*. Densities (tag/nt) are shown for the untagged (25T0b; black line), *DAL80-MYC*^*13*^ (FV078; blue line) and *GAT1-MYC*^*13*^ (FV034; green line) strains, grown in proline-containing medium. Gene and GATA sites are represented as in Fig 1E. *MEP2* transcriptional start site (TSS) is indicated by a dashed arrow. The snapshot was produced using the VING software [94].

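In proline, the genes of the P&O class with the highest density were the cell wall gene CCW12 at 278 ± 14.7 tag/nt (SD, n = 2), YDR524C-B at 121 ± 3.74 and YPR036W-A at 99.1 ± 8.58. The median density of the 144 P&O genes was 4.89 tag/nt, against 0.892 for 1125 P genes and 0.315 for unbound genes. On a log2 scale the P&O median lay 2.45 above P and 3.96 above unbound genes, and P lay 1.503 above unbound genes (two-sided permutation test of the rank sum across genes, 100000 resamples, p = 1e-05 in each, the smallest they can give). With 1 tag/nt added before the log in place of 0.01, P&O lay 2.17 and P 0.528 above unbound genes. Of the genes shown in the paper, MEP2 (P&O) had 27.4 ± 3.13 tag/nt, UGA4 (P) 0.449 ± 0.113, UGX2 (unbound) 0.161 ± 0.00604 and PAR32 (unbound) 0.392 ± 0.0296. The P&O difference from P was 2.72 in dal80Δ cells and 0.67 in glutamine (p = 1e-05 and 0.012 from the same permutation test). Genes are not independent replicates, so these p-values describe the classes within these libraries.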

Strikingly, we also observed that the genes of the P&O class are more expressed than the unbound genes (*P* < 2.2e^-16^, Wilcoxon rank-sum test; Fig 4C) but also than the P-bound genes (*P* = 1.3e^-14^, Wilcoxon rank-sum test; Fig 4C). However, it should be noted that a fraction of P-bound and unbound genes are expressed to higher levels than genes of the “P&O” class (S4C and S4D Fig), indicating that high expression does not always imply intragenic Dal80 occupancy.

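Among P genes, 157 (14.0%) had a higher density in proline than the median of the P&O class, and among unbound genes 65 (1.45%). Highest among the P genes of S8 Table were the plasma membrane proteolipid gene PMP1 at 107 ± 10.1 tag/nt (SD, n = 2), TDH3 at 101 ± 3.69 and MF(ALPHA)1 at 69.4 ± 10.5. Highest among unbound genes were the mitochondrial ATP synthase gene OLI1 at 29.4 ± 0.942, HSP12 at 27.8 ± 4.66 and RPL15A at 21.6 ± 4.57. TDH3 and RPL15A have near-identical paralogs, so their densities are uncertain. Above the first quartile of the P&O class were 686 P genes (61.0%) and 1119 unbound genes (25.0%). With the densities in glutamine, 466 P and 668 unbound genes lay above the P&O median.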

Together with the observation that genes of the “P&O” class globally showed higher Dal80-Myc^13^ ChIP-Seq signal at the promoter than those of the “P” class (Fig 3C and 3D), our results indicate that Dal80 occupancy across gene bodies correlates with a stronger recruitment at the promoter and higher expression in proline-containing medium.

This raises the question of the specificity of the intragenic signal observed by ChIP-Seq. Indeed, for several proteins, unspecific ChIP signals have been detected across the body of a subset of highly expressed Pol II- and Pol III-dependent genes, referred to as ‘hyper-ChIPable’ *loci* [65–67]. We asked whether genes of our P&O class have been previously identified as ‘hyper-ChIPable’ (S9 Table, column G). This comparison indicated that 48/1125 of the P-bound genes and 27/144 of the P&O genes match with hyper-ChIPable *loci* (S4E and S4F Fig; see also S9 Table, columns H-I), suggesting that for a minority of cases, the intragenic Dal80 signal could be due to the ‘hyper-ChIPability’ of the *locus* and therefore be non-specific.

However, since these ‘hyper-ChIPable’ *loci* were defined under growth conditions that are different from those used in our study (growth in rich medium *vs* proline-containing synthetic medium), we aimed to get a more robust control for the specificity of Dal80 within gene bodies. Our rationale was to evaluate how similar and/or specific two close GATA factors could share/distinguish this “so called” artefactual hyper-ChIPability property. We performed a similar ChIP-Seq analysis using another GATA factor, the Gat1 activator [68], using the same conditions and following the same experimental procedure as described above (Figs 1A, 1B & 3A). Interestingly, 83.2% (936/1125) of the promoters bound by Dal80 were also bound by Gat1 (S4G Fig; S9 Table, column E), reinforcing the accuracy of the extended list of novel GATA-bound genes in yeast. Strikingly, the proportion of common targets among the P&O class dramatically decreased, 55% (79/144) of the genes bound by Dal80 at the promoter and across the gene body also showing promoter and intragenic binding for Gat1 (S4H Fig; S9 Table, column F). Importantly however, 65/144 P&O for Dal80 do not display intragenic binding for Gat1 (S4H Fig; S9 Table, column F), although Gat1 is recruited to the promoter of 57 of them. Thus, we can define a subset of 57 genes showing a specific intragenic occupancy of Dal80, while both Dal80 and Gat1 are recruited to their promoters similarly. As an illustrative striking example, Fig 4D shows a snapshot of the ChIP-Seq signals across *MEP2*, a well-characterized NCR-sensitive gene, the promoter of which is bound by the two GATA factors, but only Dal80 is found within the gene body.

To summarize, Dal80 occupancy across the gene body correlates with high expression levels. In a substantial proportion of cases, intragenic occupancy was found to be specific for Dal80, as another GATA factor also recruited to the promoter in the same experimental conditions was not detected within the gene body.

### Dal80 binding across the body of a well-characterized NCR-sensitive gene

In order to validate our genome-wide observations and get additional mechanistic insights into the molecular bases of Dal80 occupancy across the body of highly expressed genes, we characterized the binding profile of Dal80 along the ammonium permease-coding gene *MEP2*, an NCR-sensitive gene of the “P&O” class (see Fig 4D). ChIP experiments followed by qPCR confirmed that Dal80 binds not only the promoter, but also across the coding region of *MEP2* in proline-grown cells (Fig 5A and 5B). No signal was observed in glutamine-grown cells (Fig 5B), indicating that Dal80 recruitment only occurs when it is expressed (S2A Fig).

**Fig 5:**
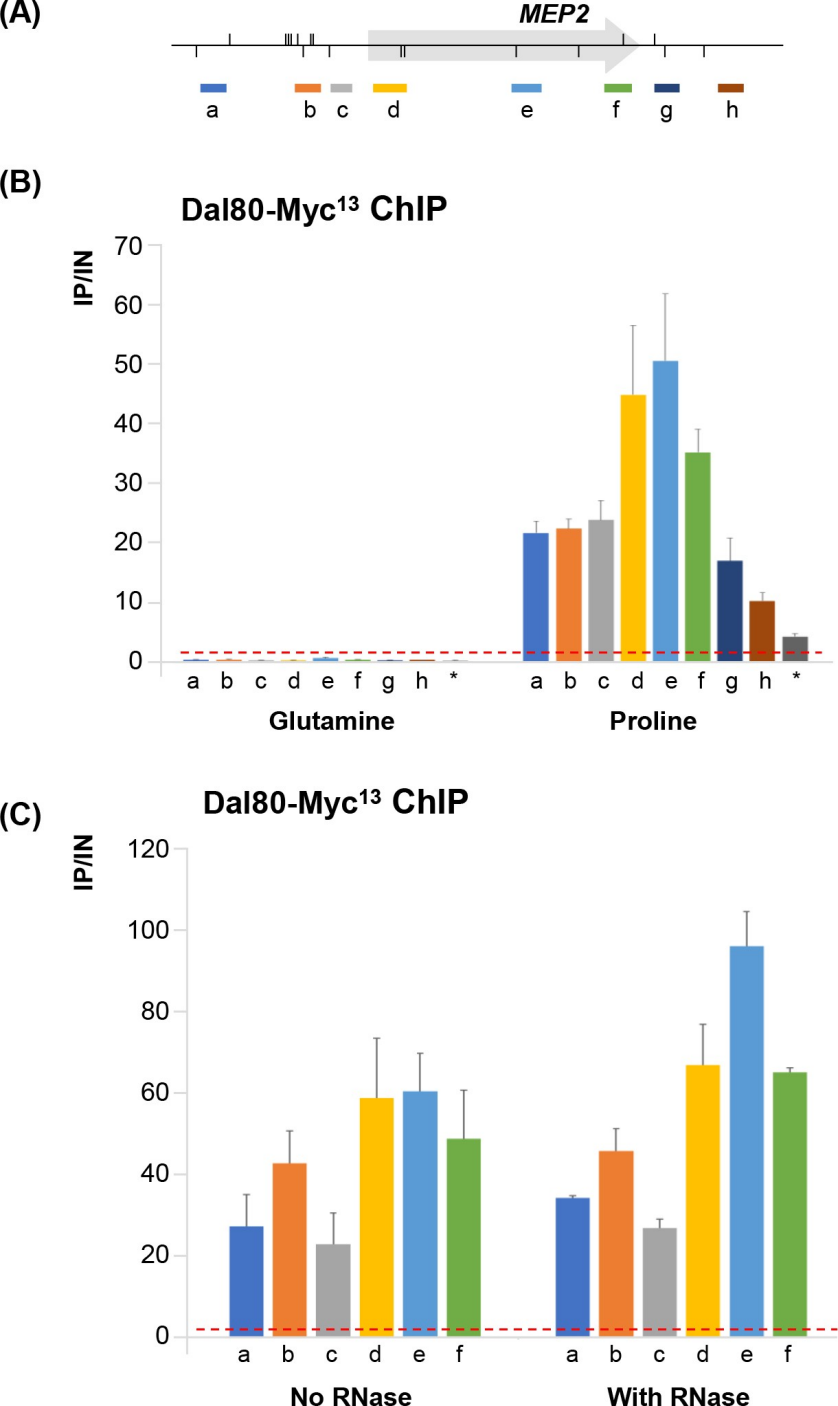
Dal80 binding across the body of a well-characterized NCR-sensitive gene. (A) Schematic representation of the *MEP2 locus* showing the position of the GATA sites (vertical segments above -sense GATA sites- or below -antisense GATA sites- the *locus* line) and qPCR probe positions (a, MEP2_P5-P6_; b, MEP2_P3-P4_; c, MEP2_P9-P10_; d, MEP2_O1-O2_; e, MEP2_O11-O12_; f, MEP2_O9-O10_; g, MEP2_D1-D2_; h, MEP2_D3-D4_). (B) Dal80-Myc^13^ occupancy across *MEP2*. Untagged (25T0b) and *DAL80-MYC*^*13*^ (FV078) cells were grown in the presence of glutamine or proline as unique nitrogen source. Anti-Myc ChIP was then performed as described in Materials and Methods. Each histogram represents the average (x10 000) of the value IP/IN (input or total chromatin) of at least three independent cultures on which two IPs were performed. The associated error bars correspond to the standard error. The red dashed line indicates the background signal obtained with the untagged strain. The last probe (indicated by the star) corresponds to the *DAL5* 2.5kb upstream region (DAL5U1-U2), used as an unbound control [68]. (C) Dal80-Myc^13^ occupancy across *MEP2* does not depend on RNA. Untagged (25T0b) or *DAL80-MYC*^*13*^ (FV078) cells were grown in proline-containing medium. ChIP analysis was conducted as above, with or without RNase treatment before the immunoprecipitation step. Each bar represents the average (x10 000) of the value IP/IN (input or total chromatin) of independent cultures of *DAL80-MYC*^*13*^ cells. Histograms represent the averages of at least 2 independent experiments and the associated error bars correspond to the standard error.

To determine whether Dal80 intragenic occupancy is mediated by nascent RNA binding during transcription, we performed a similar ChIP experiment on the *MEP2* gene, treating the chromatin with RNase before the immunoprecipitation. Our results show no significant change of the Dal80-Myc^13^ signal across *MEP2* upon RNAse treatment of the chromatin extracts before the immunoprecipitation (Fig 5C), indicating that Dal80 occupancy across the gene body does not depend on RNA.

### Active transcription is required for Dal80 binding across gene body

Since genes of the Dal80 “P&O” class are globally highly expressed, we asked whether active transcription is a prerequisite for Dal80 binding across the ORF. Our strategy was to select an NCR gene for which Dal80 is bound at the promoter when repressed and then monitor Dal80 occupancy once the gene is activated. Our RNA- and ChIP-Seq data allowed us to isolate the *UGA4 locus*, another well-characterized NCR-sensitive gene, bound by Dal80 at the promoter (Fig 6A; see snapshot in S5A Fig). *UGA4* expression is induced by GABA (γ-aminobutyric acid) and is strongly repressed by Dal80 in the absence of the inducer [69]. To derepress *UGA4* without inducer, a Dal80-specific deletion in the C-terminal leucine zipper domain was generated, impairing Dal80 repressive activity without affecting its binding capacity [34,44]. Indeed, in the Dal80*Δ*LZ-Myc^13^ strain (Fig 6B), the steady-state level of *UGA4* mRNA (S5B Fig) and Pol II occupancy (S5C Fig) both increased to derepressed levels in non-inducing conditions, like in a *dal80Δ* strain. Strikingly, in these conditions, full-length Dal80-Myc^13^ binding was restricted to the *UGA4* promoter (Fig 6A; see also S5A Fig), while Dal80*Δ*LZ-Myc^13^ binding was detected at the promoter and across the body of *UGA4* (Fig 6A). Interestingly, the leucine zipper of Dal80 and consequently, its dimerization, needed for *UGA4* repression, were not required for its localization across the *UGA4* gene body. Importantly, these results confirm that promoter binding is not sufficient to confer intragenic binding, but suggest that transcription activation is required.

**Fig 6:**
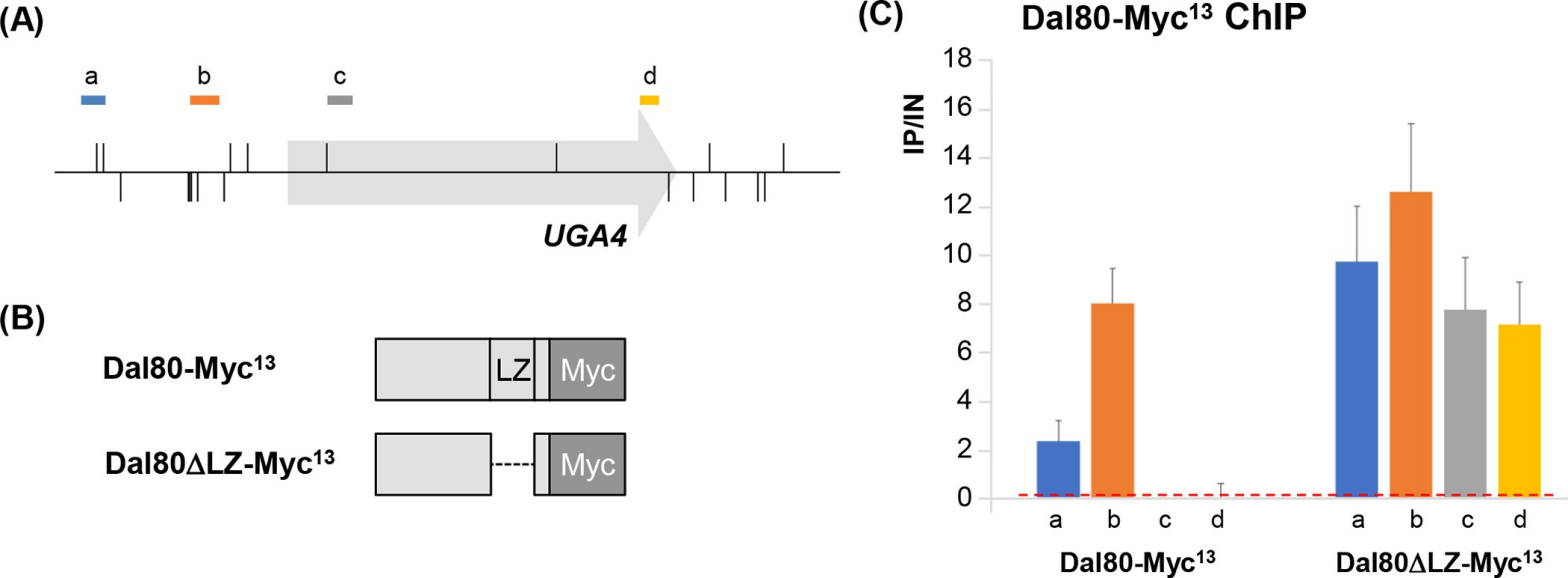
Dal80 occupancy across gene bodies requires active transcription and correlates with Pol II occupancy. (A) Schematic representation of the *UGA4 locus*, GATA sites (vertical segments above -sense GATA sites- or below -antisense GATA sites- the *locus* line) and qPCR probe positions (a, UGA4_P9-P10_; b, UGA4_P1-P2_; c, UGA4_O1-O2_; d, UGA4_O3-O4_). (B) Schematic representation of full-length and truncated (*Δ*LZ) versions of Dal80-Myc^13^. (C) *DAL80-MYC*^*13*^ (FV078) and *DAL80ΔLZ-MYC*^*13*^ (FV136) cells were grown in proline-containing medium. ChIP analysis was performed as described in Fig 5B with primers described in (A). Histograms represent the averages of at least 2 independent experiments and the associated error bars correspond to the standard error.

Altogether, these observations prompted the important mechanistic question of how Dal80 can be localized to gene bodies upon transcription activation.

### Dal80 occupancy within gene bodies requires NCR promoter binding and correlates with Pol II occupancy

In order to test if the presence of an NCR-sensitive promoter could confer intragenic Dal80 binding across the body of a non-NCR-sensitive gene, we placed the *URA3* ORF under the control of different promoters bound or not by Dal80: the *MEP2* and *TDH3* promoters as P&O representative, the *ALD6* promoter for the P class and the *VMA1* promoter, which is not bound by Dal80 (Fig 7A). When driven by P_*MEP2*_, the expression of *URA3* becomes NCR-sensitive and followed wild-type *MEP2* expression (S6 Fig), correlating with Pol II recruitment over the *URA3* ORF (Fig 7B). In these conditions, we observed Dal80-Myc^13^ binding at the promoter of *MEP2* and also across *URA3* (Fig 7C). Similarly for *P*_*TDH3*_*-URA3* construct, Dal80 also was relocalized within the *URA3* ORF, although to a lesser extent. Importantly, Dal80 binding was not detected across *URA3* when it was expressed from its native *locus*, under the control of its promoter (Fig 7C) or under the control of the Dal80-bound P_*ALD6*_ or unbound P_*VMA1*_ (Fig 7C), reinforcing the idea that those promoters fail to carry sufficient information for Dal80 to occupy the *URA3* ORF. Among the obvious characteristics, we noticed that Pol II occupancy is higher within those P&O *URA3* genes than the P only, suggesting that transcription strength might be a key determinant for Dal80 localization across the ORF. Interestingly, among the P&O fusions (*MEP2* and *TDH3*), we noted a difference in Dal80 binding levels to the adjacent *URA3* ORF, while those of Pol II remain similar across the two coding regions, suggesting that Pol II level might not be the only factor that control Dal80 occupancy.

**Fig 7:**
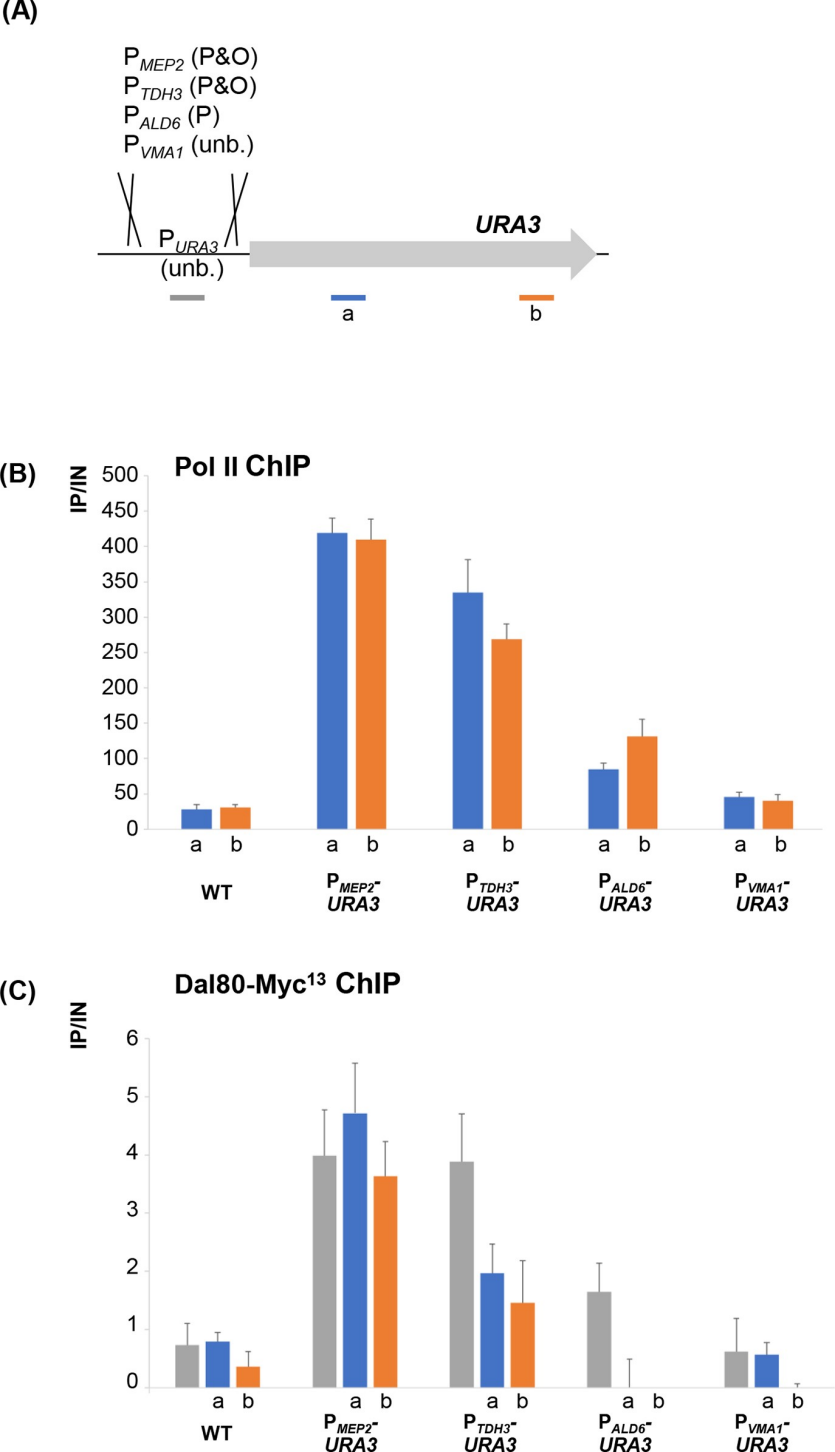
Dal80 occupancy within gene bodies requires NCR promoter binding and correlates with Pol II occupancy. (A) Schematic representation of the promoter fusions analyzed. Wild type *URA3 locus* was compared to *loci* in which the *URA3* open reading frame was inserted downstream of the *MEP2*, *TDH3*, *ALD6* or *VMA1* promoter regions. Promoter- and ORF-bound (P&O), promoter only-bound (P) and unbound (unb.) genes are indicated. Primers specific for each promoter (URA3_P1-P2_, MEP2_P9-P10_, TDH3_P1-P2_, VMA1_P1-P2_ and ALD6_P1-P2_) were used (grey segment) in the corresponding strains, as well as URA3_O1-O2_ (a) and URA3_O3-O4_ (b). (B) Occupancy of the *URA3* ORF by Pol II. WT (FV078), P_*MEP2*_-*URA3* (FV808), P_*TDH3*_-*URA3* (FV1105), P_*ALD6*_-*URA3* (FV1107) and P_*VMA1*_-*URA3* (FV1106) *DAL80-MYC*^*13*^ cells were grown in proline-containing medium. Anti-Pol II (CTD4H8) ChIP-qPCR analysis was performed as described in Fig 5B, using primers described in (A). (C) Occupancy of the *URA3* ORF and the upstream promoter by Dal80-Myc^13^. WT (FV078), P_*MEP2*_-*URA3* (FV808), P_*TDH3*_-*URA3* (FV1105), P_*ALD6*_-*URA3* (FV1107) and P_*VMA1*_-*URA3* (FV1106) *DAL80-MYC*^*13*^ cells were grown in proline-containing medium. ChIP-qPCR analysis was performed as described in Fig 5B, using primers described in (A).

In conclusion, these results show that for the same *URA3* sequence, the Dal80 occupancy displays distinct features depending only on the promoter characteristics to be classified as P, P&O or unbound, reflecting transcriptional strength. We propose that Dal80 presence within the ORF could be attributed to a spreading mechanism, controlled by Pol II complex and Dal80-promoter recognition capacity. These results exclude strongly DNA motif(s) as a main determinant for Dal80 spreading into ORF but rather raise the question of the direct implication of Pol II itself.

### Pol II interacts with Dal80 and its integrity is necessary for Dal80-spreading across *MEP2*

To test the hypothesis that the active Pol II complex could be responsible for Dal80 spreading beyond Dal80-bound promoters, we assessed the effect of rapid inactivation of Pol II using the thermosensitive *rpb1-1* strain [70,71]. We analyzed Dal80-Myc^13^ binding along *MEP2* in WT and *rpb1-1* cells. When *rpb1-1* cells were shifted at 37°C for 1h, *MEP2* mRNA and Pol II levels showed a 2-fold (S7A Fig) and >10-fold decrease (S7B Fig), respectively, reflecting the expected transcription shut-down when *rpb1-1* cells are shifted in non-permissive conditions. In the same conditions, we observed a significant >5-fold reduction of Dal80-Myc^13^ levels across the *MEP2* ORF, while the binding at the promoter was not affected (Fig 8A). This result reinforces the idea that Dal80 spreading across the body of NCR-sensitive genes is strongly correlated to an active Pol II.

**Fig 8:**
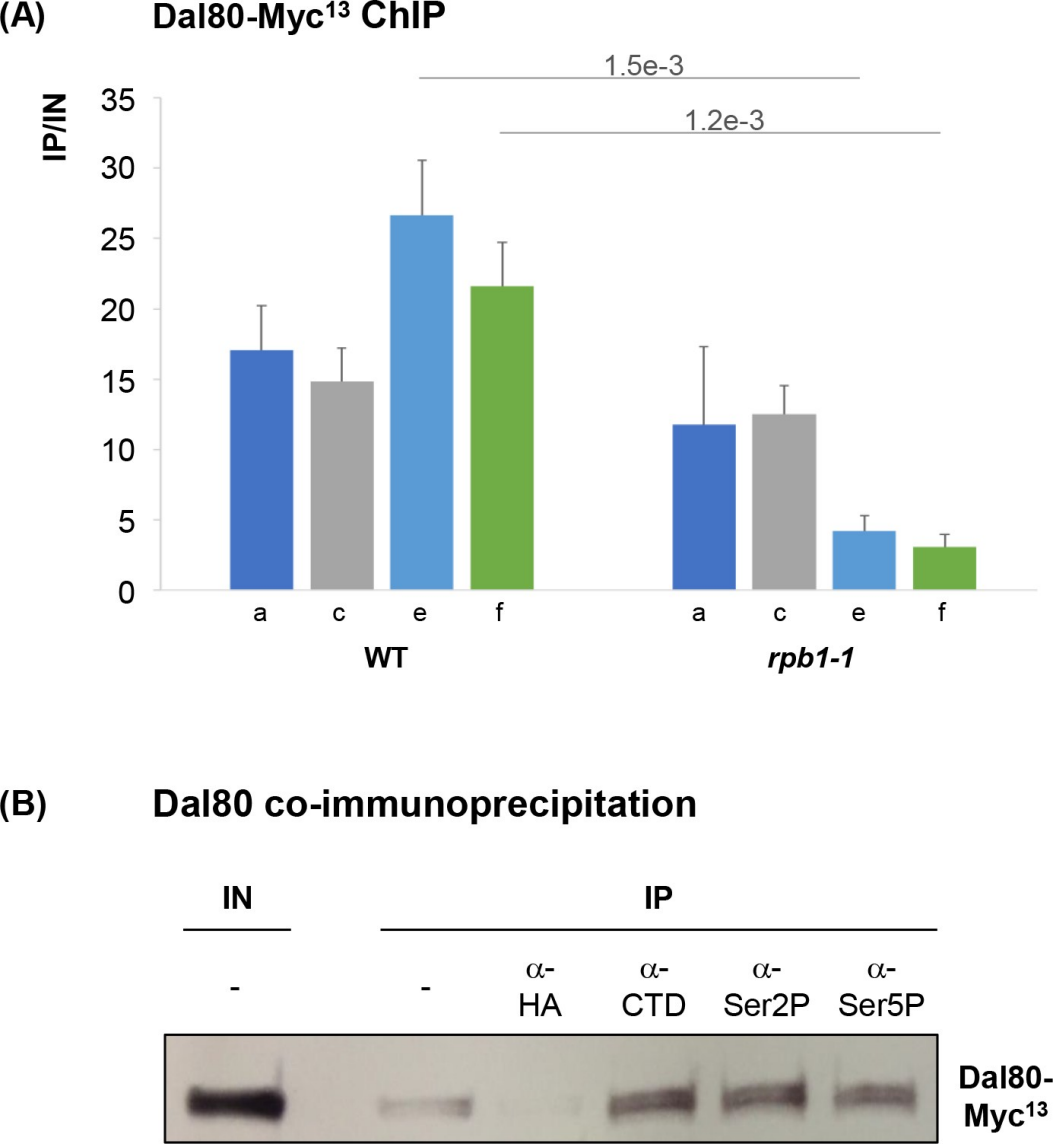
Dal80 binding across *MEP2* depends on active transcription. (A) Wild type (FV673) or *rpb1-1* (FV675) *DAL80-MYC*^*13*^ cells were grown to mid-log phase at 29°C in the proline-containing medium, and then shifted at 37°C for one hour. ChIP analysis was conducted as in Fig 5B, with primers described in Fig 5A. Histograms represent the averages of at least 2 independent experiments and the associated error bars correspond to the standard error. (B) Coimmunoprecipitation of Dal80-Myc^13^ with different phosphoforms of Pol II. Total proteins were extracted, immunoprecipitated with the indicated antibodies, and subjected to anti-Myc western blot analysis.

To get insights into the mechanism by which Dal80 associates to actively transcribed gene bodies, we tested whether it physically interacts with the transcriptionally engaged form of Pol II (Fig 8B). Total protein extracts from Dal80-Myc^13^ cells were immunoprecipitated with antibodies directed against the Pol II CTD and its phospho-forms Ser2P and Ser5P, respectively characteristic of elongating and initiating Pol II forms. All three antibodies enabled effective immunoprecipitation, whereas no antibody and nonspecific antibody controls generated a lower or no signal at all. Thus, Dal80 would physically interact with phosphoforms of the Pol III, suggesting a strong association with Pol II engaged in active transcription from initiating to elongating polymerase.

Together, our data indicate that Dal80 spreading across the body of NCR-sensitive genes depends on active transcription and that Dal80 interacts with the transcriptionally active forms of Pol II, supporting a model where Dal80 spreading across the body of highly expressed, NCR-sensitive genes might be the result of Dal80-Pol II association at post-initiation transcription phases.

## Discussion

Eukaryotic GATA factors belong to an important family of DNA binding proteins involved in development and response to environmental changes in multicellular and unicellular organisms, respectively. In yeast, four GATA factors are involved in Nitrogen Catabolite Repression (NCR), controlling gene expression in response to nitrogen source availability. One of them, the Dal80 repressor, itself NCR-sensitive, acts to modulate the intensity of NCR responses.

Over the past decade, a number of studies have screened the genome aiming at gathering an inventory of genes regulated by the nitrogen source. Although >500 genes have been shown to be differentially expressed upon change of the nitrogen source [57,64], the list of NCR-sensitive genes was reduced to about 100, based on their sensitivity to GATA factors [55,57,60,63], suggesting that the number of Dal80 targets would be situated in that range. Here, using ChIP-Seq, we identified 1269 Dal80-bound promoters, which considerably extends the list of potential Dal80 targets. In fact, the number of Dal80-bound promoters could even have been greater. Indeed, the GATA consensus binding site is rather simple and short, so that in yeast, a total number of 10,000 putative binding sites can be found in all protein-coding gene promoters, 2930 promoters having at least two GATA sites, which is thought to be a prerequisite for *in vivo* binding and function of the GATA factors. The difference between the number of promoters with ≥2 GATA sites and the number of Dal80-bound promoters suggests the existence of a selectivity for Dal80 recruitment. This selectivity could rely on promoter architecture and/or chromatin structure, conditioning the requirement for auxiliary DNA binding factors that would stabilize Dal80 at some promoters. Moreover, although we observed a significant correlation between Dal80 binding and regulation, the expression of most of the Dal80-bound genes was not affected in a *dal80Δ* mutant strain. 

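Of 1261 tested genes with a bound promoter, 1067 (84.6%) were not called in dal80Δ, against 4125 of 4384 with an unbound promoter (94.1%). The 1067 include GAT1, GDH2, GLN1, BAT2 and PUT2 (log2 fold change 0.11, limma adjusted p = 0.65), which are NCR-sensitive, and TDH3 (0.53, limma adjusted p = 0.26) and ACT1 (0.12, limma adjusted p = 0.72). This share depends on the threshold. At an adjusted p of at most 0.05 with no fold threshold, 232 bound genes were lower and 261 higher in dal80Δ.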

Again, Dal80-dependence for transcribing these genes, as well as their NCR sensitivity, could require the presence of yet unknown cofactors which are not produced or inactive under the tested growth conditions. In mammals, GATA factors also display an extraordinary complexity in the relationships between binding and expression regulation. Like Dal80, GATA-1 and GATA-2 only occupy a small subset of their abundant binding motif throughout the genome, and the presence of the conserved binding site is insufficient to cause GATA-dependent regulation in most instances [72]. GATA-1 binding kinetics, stoichiometry and heterogeneous complex formations, conditioned by composite promoter architecture, influence its transcriptional activity and hence diversify gene expression profiles [72].

Given the high conservation at the amino acid level between the DNA binding domains of the four yeast NCR GATA factors, it is likely that they all recognize identical sequences (GATAA, GATAAG or GATTAG). This consensus has been largely validated in the past using gene reporter experiments, mutational analyses and *in vitro* binding experiments on naked DNA. Nonetheless, of the 1269 bound promoters, 48% contained at least two GATA sites, a proportion that is not different from that observed among unbound promoters, and the amount of GATA sites per promoter was not different between the two groups either. In addition, Dal80 recruitment was found to occur independently of the presence of GATA sites in 20% of Dal80-bound promoters, as also previously observed in mammalian cells [24,73]. Future experiments will be required to decipher how Dal80 can be recruited to these GATA-less promoters. Among the different possibilities is a recruitment of Dal80 by degenerated GATA motifs. In this regard, we identified 5 degenerated GATA motifs within a 70 bp window corresponding to the peak of Dal80 binding signal at the promoter of the GATA-less, Dal80-sensitive gene *ALD6* (see S1E Fig). However, it also has to be noted that upon tolerance of only one mismatch within the GATA consensus, multiple degenerated motifs are detected in every yeast promoter.

Unexpectedly, although Dal80 has always been described as a repressor, we identified 314 genes that are positively regulated by Dal80 (their expression is significantly decreased upon Dal80 deletion; S5 Table). These genes are significantly enriched in amino acid biosynthetic processes, resembling the amino acid starvation response mediated by the Gcn4 transcriptional activator. 

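Of the 250 Dal80-activated genes, 109 (43.6%) are on the list of genes with Gcn4 sites in their promoters (S5 Table, 1172 of them tested), against 51.9 for independent lists (odds ratio 3.15, Fisher's exact test, p = 7.8e-17). They include ARG1, ARG3, ARG7, ARG8, HIS4, HIS5, LEU4, ORT1, UGA3 and GLN3. Activated genes of amino acid metabolism without a listed site include ARO3. Of the 203 Dal80-repressed genes, 32 (15.8%) have a listed site, among them AGP1, MUP1, SUL1 and GDH1 (odds ratio 0.706, Fisher's exact test, p = 0.078). GCN4 itself was higher in proline than in glutamine (1.11, limma adjusted p = 0.0012), a call lost without the second glutamine or the first wild-type proline library (highest limma adjusted p = 0.011, lowest log2 fold change 0.95). The list also holds 3 mating genes that are lower in dal80Δ. Without the first or second dal80Δ library, 61 and 72 activated and 16 and 19 repressed genes had a listed site, and without the first wild-type proline library 21 repressed genes. The odds ratio of activated genes was 1.88 at an adjusted p of at most 0.05 with no fold threshold, and that of repressed genes 0.715 (Fisher's exact test, p = 4.1e-04).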

Interestingly, the promoter of 122/314 Dal80-activated genes contain Gcn4-binding sites (S5 Table), and this group of 314 Dal80-activated genes is significantly enriched for genes regulated by the General Amino Acid Control (GAAC; YeastMine Gene List, Publication Enrichment, *P*<1.6e-13), through the Gcn4 activator. Interconnections between NCR and GAAC have already been demonstrated, mostly at the level of nitrogen catabolism control: 1-a large number of non-preferential nitrogen sources leads to increased transcription of GAAC targets [57]; and 2- Gcn4 contributes, with Gln3, to the expression of some but not all NCR-sensitive genes [74,75]. However, this is the first time that evidence are provided indicating a positive role for Dal80 at the level biosynthetic gene expression.

The most striking and unexpected finding of this work is the observation that Dal80 also occupied the body of a subset of genes. Dal80 binding at the promoter and spreading across the body of the 144 genes of the “P&O” class correlated with high expression levels and sensitivity to Dal80. It has been previously reported that at some *loci*, referred to as ‘hyper-ChIPable’, high expression levels might induce artefactual detection of DNA-binding factors across gene bodies [65]. However, in the context of this work, several observations argue for a specific association of Dal80 with gene bodies, at least for a subset of genes. Firstly, a considerable fraction of genes of the “P” class show similar or even higher expression levels than genes of the “P&O” class (S4C and S4D Fig), indicating that high expression does not always induce spreading of Dal80 across the gene body. Secondly, only 27 of the genes of our “P&O” class have been previously defined as ‘hyper-ChIPable’ (S9 Table, column I), even if the conclusion should be taken with caution as the two sets of experiments were performed upon very distinct physiological conditions. Thirdly, and more importantly, a similar ChIP-Seq analysis performed under the same experimental conditions using another GATA factor (the Gat1 activator) allowed us to define a subset of 57 genes that are specifically and only bound by Dal80 across their body, while both Dal80 and Gat1 are recruited to their promoter (see Fig 4D and S4H Fig). Thus, although we cannot exclude that in few cases, the signals for Dal80 across the intragenic region could still depend on the hyper-ChIPability of the *locus*, we propose that for the majority of “P&O” genes, the intragenic association of Dal80 is specific and biologically relevant. This is further supported by the observation that Dal80-sensitive (-activated and–repressed) genes are statistically more enriched within the “P&O” class, compared to the “P” class (Fig 4B). However, the causality relationship between Dal80 intragenic binding and high expression levels in derepressing conditions (proline) remains unclear to date.

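Compared with P genes, P&O genes were more often Dal80-activated (odds ratio 2.09, Fisher's exact test, p = 0.0094) and Dal80-repressed (odds ratio 2.73, p = 5.2e-04, or 5.16 without the first dal80Δ library). For both together the odds ratio was 2.65 (Fisher's exact test, p = 8.3e-06). At an adjusted p of at most 0.05 with no fold threshold, the odds ratios for activated and for repressed genes were 1.51 and 1.39 (Fisher's exact test, p = 0.063 and 0.12), and 1.68 for both together (p = 0.0043).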

The observations we made at the genome-wide level were experimentally confirmed using ChIP experiments, at the level of single well-characterized NCR-sensitive genes. Promoter binding appears to be required but not sufficient. Indeed, the inactivation of Pol II-dependent transcription correlates with decreased intragenic binding (and *vice versa*), further indicating that Dal80 spreading across gene bodies depends on active transcription. Consistently, we detected a physical interaction between Dal80 and transcriptionally active forms of Pol II. Together, our data lead us to propose a model where Dal80 could travel from the promoter of highly expressed, NCR-sensitive genes through the gene body by accompanying the elongating Pol II complex (Fig 9). However, it is also possible that Dal80 spreading across gene bodies is determined, but yet temporally distinct, from the passage of the elongating Pol II. For instance, chromatin marks deposited upon Pol II passage could favor Dal80 intragenic binding afterwards. Additional investigations will be required to define which domain of Dal80 is responsible for the interaction with the transcription machinery, to determine whether there is any causal relationship between Dal80 intragenic binding and high expression levels, and to decipher the potential role of Dal80 during active transcription. In this respect, we propose that the leucine zipper domain is not involved.

**Fig 9:**
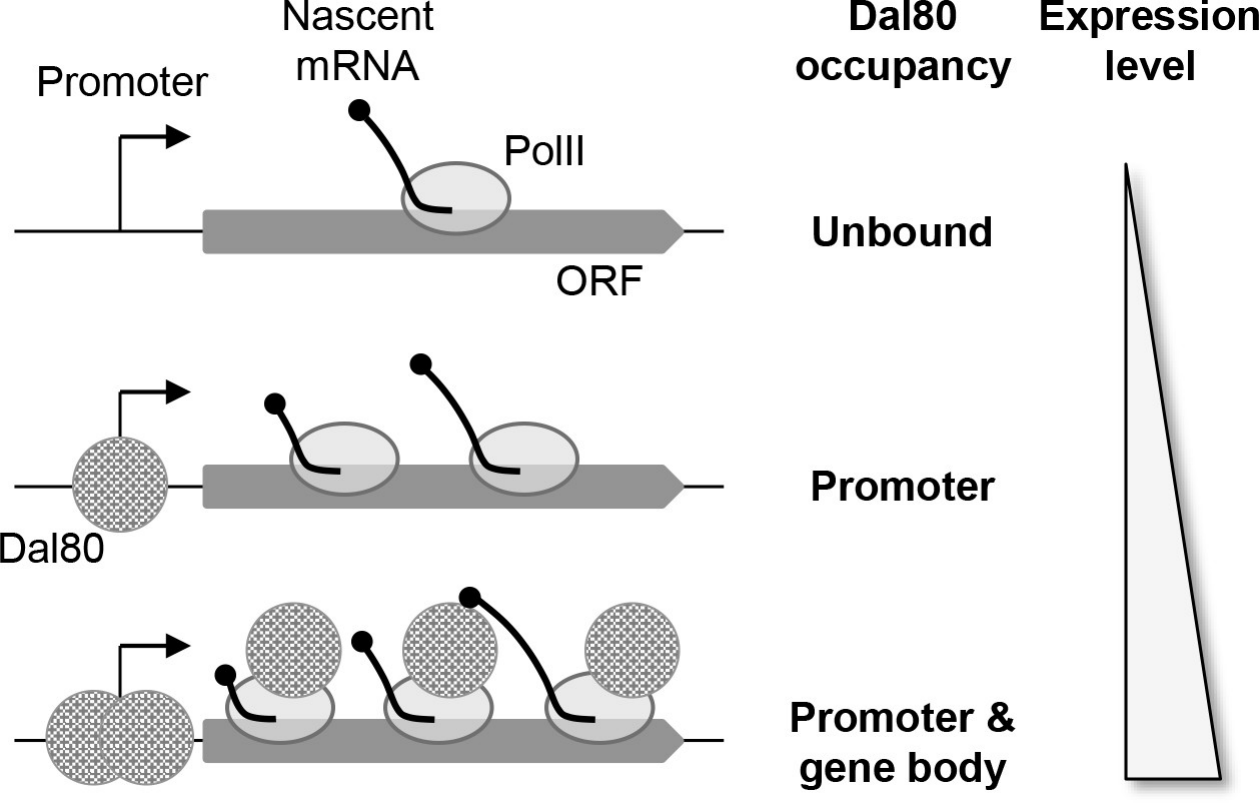
Model. See main text for details.

Whereas the binding of elongation factors across gene bodies has been thoroughly documented [76], it has also been described for some specific transcription factors. For example, Gal4 was reported to bind to its consensus DNA target within the *ACC1* ORF, but the authors concluded that the observed transcriptional repression of the *ACC1* gene was most likely resulting from random *GAL4* binding “noise” over the genome, thus having no physiological explanation for this ORF-bound transcription factor [77]. Likewise, Gcn4 was detected across the *PHO8* ORF, with concomitant recruitment of the SAGA complex, but without any impact on gene expression [78]. More recently, binding of the Gcn4 transcription factor to its consensus site at some ORFs, when located in proximity of the transcriptional start site, was found to play a consistent role in controlling embedded cryptic promoters in yeast, thereby affecting Gcn4-dependent transcription of some genes [79].

A recent study has identified CTD phosphorylation of Pol II as a hub that optimizes transcriptome changes to adequately balance optimal growth and stress tolerance responses [80]. The addition of nitrogen to nitrogen-limited cells rapidly results in the transient overproduction of transcripts required for protein translation (stimulated growth) whereas accelerated mRNA degradation favours rapid clearing of the most abundant transcripts, like those involved in high affinity permease production, that are highly expressed NCR-sensitive genes, for example [64]. The involvement of the Nrd1-Nab3-Sen1 (NNS) and TRAMP complexes in these regulatory responses has been envisioned very recently [81,82]; deadenylation, decapping and exonuclease mutants display impaired *GAP1* mRNA clearance upon nitrogen upshift [83]. Thus, a possible role of Dal80 (and possibly of the other GATA factors) binding along highly expressed genes could be to transmit nutritional signals to elongation-related processes, like histone modification, chromatin remodelling [84,85], mRNA export/processing [86] or roadblock termination [87].

Interestingly, in human cells, GATA factors are also reported to occupy non-canonical sites within the genome, further reinforcing that they can be recruited to the chromatin independently of their motif [24,73]. In addition, 43% of the GATA1 peaks were collected among exon, introns and 3’UTR of coding genes in human erythroleukemia cells [73]. It is tempting to hypothesize that GATA factors could have a dual or synergistic role during transcription, i.e. recruiting/stabilizing the PIC complex as for any classical transcription factor in the promoter/enhancer regions and promoting competent transcription at a post initiation step interacting with the RNAPII.

## Materials and methods

### Experimental model and subject details

Experiments were conducted using *S*. *cerevisiae* strains of the FY genetic background. The strains used are listed in S10 Table. Dal80 and Gat1 were tagged with 13 copies of the *c-myc* epitope (Myc^13^) as described [88] using primers listed in S10 and S11 Tables. The *P*_*MEP2*_*-URA3* allele in strains FV806-808, and *P*_*TDH3*_*-URA3*, *P*_*VMA1*_*-URA3*, *P*_*ALD6*_*-URA3* alleles in strains FV1105-1107, respectively, were created by amplification of the *URA3* gene using the same strategy, with primers listed in S10 and S11 Tables.

Cultures were grown at 29°C to mid-log phase (A_660nm_ = 0.5) in YNB (without amino acids or ammonia) minimal medium containing the indicated nitrogen source at a 0.1% final concentration, glucose (3%) and the appropriate supplements (20 μg/ml uracil, histidine and tryptophan) to cover auxotrophic requirements.

### Chromatin immunoprecipitation

Cell extracts and chromatin immunoprecipitations were conducted as described [40] using primers listed in S11 Table. The cells (100 ml cultures grown to an absorbance (A660 nm = 0.6) corresponding to 6 × 10^6^ cells/ml) were treated with 1% formaldehyde for 30 min at 25°C and mixed by orbital shaking. Glycine was then added to a final concentration of 500 mM and incubation continued for 5 min. The cells were collected, washed once with cold 10 mM Tris-HCl, pH 8, washed once with cold FA-SDS buffer (50 mM HEPES-KOH, pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS, 1 mM phenylmethylsulfonyl fluoride), and resuspended in 1 ml of cold FA-SDS buffer. An equal volume of glass beads (0.5 mm in diameter) was added, and the cells were disrupted by vortexing for 30 min in a cold room. The lysate was diluted into 4 ml of FA-SDS buffer, and the glass beads were discarded. The cross-linked chromatin was then pelleted by centrifugation (17,000 × g for 35 min), washed for 60 min with FA-SDS buffer, resuspended in 1.6 ml of FA-SDS buffer for 15 min at 4°C, and sonicated three times for 30 s. each (Bioruptor, Diagenode), giving fragments with an average size of 250–300 bp. Finally, the sample was clarified by centrifugation at 14,000 × g for 30 min and diluted 4-fold in FA-SDS buffer, and aliquots of the resultant chromatin containing solution were stored at –80°C. Pol II and Myc^13^-tagged proteins were immunoprecipitated by incubating 100 μl of the chromatin containing solution for 180 min at 4°C with 2 μl of mouse anti-Pol II and anti-Myc antibodies, respectively (SCBT CTD4H8 or SC-40, respectively) prebound to 10 μl of Dynabeads Pan Mouse IgG (Dynal) according to the manufacturer's instructions. Immune complexes were washed six times in FA-SDS buffer and recovered by treating with 50 μl of Pronase Buffer (25 mM Tris, pH 7.5, 5 mM EDTA, 0.5% SDS) at 65°C with agitation. Input (IN) and immunoprecipitated (IP) fractions were then subjected to Pronase treatment (0.5 mg/ml; Roche Applied Science) for 60 min at 37°C, and formaldehyde cross-links were reversed by incubating the eluates overnight at 65°C. Finally, the samples were treated with RNase (50 μg/ml) for 60 min at 37°C. DNA from the IP fractions was purified using the High Pure PCR Product Purification Kit (Roche Applied Science) and eluted in 50 μl of 20 mM Tris buffer, pH 8. IN fractions were boiled 10 min and diluted 500-fold with no further purification prior to quantitative PCR analysis.

### Quantitative RT-PCR

Quantitative RT-PCR was performed as described previously [40] using primers listed in S11 Table. Total RNA was extracted from 4-ml cultures and cDNA was generated from 100 to 500 ng of total RNA using a RevertAid H Minus first-strand cDNA synthesis kit with oligo(dT)_18_ primers from Fermentas using the manufacturer's recommended protocol. cDNAs were subsequently quantified by RT-PCR using the Maxima SYBR green qPCR master mix from Fermentas.

### Co-immunoprecipitation

Cultures (100 ml) were harvested, washed once in 50 mM Tris, pH 8, and resuspended in 1ml of buffer (50 mM Tris, pH 8, 150 mM NaCl, 5 mM EDTA, 0.05% NP-40, 1 mM phenylmethylsulfonyl fluoride, and complete protease inhibitor cocktail tablets [Roche]). Lysis was performed by shaking with 425–600 μm acid-washed glass beads (Sigma) on an IKA Vibrax VXR orbital shaker at maximum speed for 30 min at 4°C. Cell debris and glass beads were removed by centrifugation. Immunoprecipitation was performed by incubating 200 μl of total cell extracts with 20 μl of Dynabeads PAN mouse immunoglobulin G (Invitrogen) that were preincubated with anti-HA (SCBT, SC-7392), anti-CTD (SCBT, CTD4H8), anti-Ser2P (BioLegend, H5) or anti-Ser5P (BioLegend, H14) antibodies and 20 μl of 1% phosphate-buffered saline-bovine serum albumin for 2 h under orbital shaking (800 rpm) at 30°C. Immune complexes were washed three times in lysis buffer, eluted by boiling in sodium dodecyl sulfate (SDS) sample buffer, and loaded on SDS-polyacrylamide gel for anti-Myc Western blotting.

### ChIP-Seq analysis and peak-calling

ChIP-Seq analysis was performed from two biological replicates of proline-grown 25T0b (no tag), FV078 (*DAL80-MYC*^*13*^) and FV034 (*GAT1-MYC*^*13*^) cells. Lysis and chromatin extraction was as described above. The average fragment length of sonicated fragment was 300–350 bp. For each condition, libraries were prepared from 10 ng of “input” or “IP” DNA using the TruSeq ChIP Sample Preparation Kit (Illumina). Single-read sequencing (50 nt) of the libraries was performed on a HiSeq 2500 sequencer.

Reads were uniquely mapped to the *S*. *cerevisiae* S288C reference genome using Bowtie2 v2.1.0 [89], with a tolerance of 1 mismatch in seed alignment. Tags densities were normalized on the total number of uniquely reads mapped.

Dal80- and Gat1-bound regions were identified through a peak-calling procedure using version 2.0.9 of MACS [90], with a minimum false discovery rate (FDR) of 0.001.

### Total RNA-Seq

For each strain and condition, total RNA was extracted from two biological replicates using standard hot phenol procedure, ethanol-precipitated, resuspended in nuclease-free H_2_O (Ambion) and quantified using a NanoDrop 2000c spectrophotometer. Ribosomal RNAs were depleted from 1 μg of total RNA using the RiboMinus Eukaryote v2 Kit (Life Technologies). After concentration using the Ribominus Concentration Module (Life Technologies), rRNA-depleted RNA was quantified using the Qubit RNA HS Assay kit (Life Technologies). In parallel, rRNA depletion efficiency and integrity of both total and rRNA-depleted RNA were checked by analysis in a RNA 6000 Pico chip, in a 2100 bioanalyzer (Agilent). Strand-specific total RNA-Seq libraries were prepared from 125 ng of rRNA-depleted RNA using the TruSeq Stranded Total RNA Sample Preparation Kit (Illumina), following manufacturer’s instructions. Paired-end sequencing (2 x 50 nt) of the libraries was performed on a HiSeq 2500 sequencer. Sequenced reads were mapped to the reference genome using version 2.0.6 of TopHat [91], as described [92]. Tags densities were normalized on the total number of reads uniquely mapped on ORFs. Differential expression analysis was performed using DESeq [93]. Differentially expressed genes were identified on the basis of a fold-change ≥2 and a *P*-value ≤0.01.

### Quantification and statistical analysis

Statistical details can be found in the corresponding figure legends. Error bars correspond to standard error. Statistical significance tests were carried out using the Student’s t test when indicated.

### Availability of data and materials

Sequence data can be accessed at the NCBI Gene Expression Omnibus using accession numbers GSE86307 and GSE86325. Genome browsers for visualization of processed ChIP-Seq and RNA-Seq data are accessible at http://vm-gb.curie.fr/dal80.

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Isabelle Georis (). Bioinformatics and genome wide dataset requests could also be addressed to  for rapid processing.

## Supporting information

S1 Fig Related to Fig 1. **Genome-wide identification of Dal80-bound promoters**.
(A) Functionality of Dal80-Myc^13^. WT (25T0b), *dal80Δ* (FV080) and *DAL80-MYC*^*13*^ (FV078) cells were grown in glutamine- (Gln) or proline- (Pro) containing medium to mid-log phase. After total RNA isolation, levels of *DAL5* mRNA were quantified by qRT-PCR (primers Dal5_O9-O10_) and normalized on *SPT15* (alias *TBP1*) mRNA levels (primers SPT5_O1-O2_). Histograms represent the average of at least 2 independent experiments and the associated error bars correspond to the standard error.
(B) Box-plot of the distance between the annotated TSS and ORF start site (translation initiation codon, ATG) for protein-coding genes.
(C) Proportion of Dal80-bound and -unbound genes containing at least a GATA cluster in the promoter (-500 to -1 region, relative to the ATG codon of the downstream ORF). A GATA cluster is constituted by at least two GATA sites (GATAA, GATAAG or GATTAG), 15–35 bp apart.
(D) Orientation of GATA sites in the clusters defined above in Dal80-bound and -unbound promoters. The proportion of clusters containing GATA sites in head-to-head (H-H), head-to-tail (H-T), tail-to-head (T-H) and tail-to-tail (T-T) is shown for each class of promoters.
(E) Snapshot of ChIP-Seq signals along a GATA-less *locus* (*ALD6*). Densities (tag/nt) are shown for the untagged (black line) and *DAL80-MYC*^*13*^ (blue line) strains. Genes are represented as grey arrows. The region (70 bp) showing the maximum of Dal80-Myc^13^ binding is highlighted using the dashed box, and the corresponding sequence is shown below. The degenerated GATA sites (1 mismatch/motif) are highlighted in red, and stars indicate the residues that differ from the consensus. The snapshot was produced using the VING software [94].
(PPTX)

S2 Fig Related to Fig 2. **Dal80 recruitment to promoters correlates with nitrogen- and Dal80-sensitive gene expression**.
(A) Snapshot of RNA-Seq signals for the *DAL80* gene in WT-cells grown in glutamine- containing (Glu) or proline-containing (Pro) medium, and in *dal80Δ* cells grown in proline-containing medium. RNA-Seq signals are visualized as a heatmap. The upper and lower panels show the signals for the + and—strands, respectively. The color turns from yellow to dark blue as the signal increases (scale on the right). *DAL80* is highlighted using a dashed red box. The snapshot was produced using the VING software [94].
(B) Contingency table showing the number of Dal80-activated, -repressed and -insensitive genes among the (rev)NCR-sensitive and -insensitive genes. The results that were experimentally observed and those that are expected in case of independence are indicated in bold and in brackets, respectively. *P* < 0.00001 upon Chi-square test of independence.
(C) Contingency table showing the number of NCR-sensitive, revNCR-sensitive and unaffected genes among the Dal80-bound and unbound genes. The results that were experimentally observed and those that are expected in case of independence are indicated in bold and in brackets, respectively. *P* < 0.00001 upon Chi-square test of independence.
(D) Contingency table showing the number of Dal80-activated, Dal80-repressed and -insensitive genes among the Dal80-bound and unbound genes. The results that were experimentally observed and those that are expected in case of independence are indicated in bold and in brackets, respectively. *P* < 0.00001 upon Chi-square test of independence.
(PPTX)

S3 Fig Related to Fig 2. **Dal80 recruitment to promoters correlates with nitrogen- and Dal80-sensitive gene expression**.
(A) Snapshot of RNA-Seq signals for the *MEP2* gene in WT-cells grown in glutamine- containing (Glu) or proline-containing (Pro) medium, and in *dal80Δ* cells grown in proline-containing medium. RNA-Seq signals are visualized as described in S2A Fig. *MEP2* is highlighted using a dashed red box. The snapshot was produced using the VING software [94].
(B) Pol II occupancy at the *MEP2 locus*. WT (23344c) and *dal80Δ* (FV080) cells were grown in glutamine- (Gln) and/or proline-containing (Pro) medium. Anti-Pol II (CTD4H8) ChIP-qPCR analysis was performed using MEP2_P5-P6_, MEP2_P9-P10_, MEP2_O11-O12_ and MEP2_O9-O10_ primers. Histograms represent the averages of at least 2 independent experiments and the associated error bars correspond to the standard error.
(PPTX)

S4 Fig Related to Fig 4. **Dal80 spreading across gene bodies correlates with high expression levels**.
(A) Contingency table showing the number of NCR-sensitive, revNCR-sensitive and unaffected genes among the “P”, “P&O” and unbound genes. The results that were experimentally observed and those that are expected in case of independence are indicated in bold and in brackets, respectively. *P* < 0.00001 upon Chi-square test of independence.
(B) Contingency table showing the number of Dal80-activated, -repressed and–insensitive genes among the “P”, “P&O” and unbound genes. The results that were experimentally observed and those that are expected in case of independence are indicated in bold and in brackets, respectively. *P* < 0.00001 upon Chi-square test of independence.
(C) Density-plot of RNA-Seq signal (tag/nt, log2 scale) in WT cells grown in proline-containing medium, for genes of the “unbound” (blue, n = 4484), “P” (red, n = 1125) and P&O” (black, n = 144) classes. Y-axis: proportion of genes for each class. The highlighted areas correspond to the 75 (2%) and 170 (15%) genes of the “unbound” and “P” classes, respectively, showing a signal higher than the median of the “P&O” class. A box-plot representation of the same RNA-Seq signals is shown on the top of the density-plot.
(D) Same as above, highlighting the 949 (21%) and 632 (56%) genes of the “unbound” and “P” classes, respectively, showing a signal higher than the first quartile value for the “P&O” class.
(E) Venn diagram showing the number of genes of the “P” class (Dal80 binding restricted to the promoter) vs the *loci* previously defined as hyper-ChIPable [65].
(F) Same as above for the “P&O” class.
(G) Venn diagram showing the number of promoters bound by Dal80 and Gat1. Within each group, the number of *loci* previously defined as hyper-ChIPable [65] is indicated in red.
(H) Venn diagram showing the number of genes showing promoter and gene body binding (“P&O”) for Dal80 and Gat1. Within each group, the number of *loci* previously defined as hyper-ChIPable [65] is indicated in red.
(PPTX)

S5 Fig Related to Fig 6. **Dal80 occupancy across gene bodies requires active transcription and correlates with Pol II occupancy**.
(A) Snapshot of ChIP-Seq signals along the *UGA4 locus*. Densities (tag/nt) are shown for the untagged (25T0b; black line) and *DAL80-MYC*^*13*^ (FV078; blue line) strains. Genes and tRNA are represented as grey and black arrows, respectively. The snapshot was produced using the VING software [94].
(B) *UGA4* expression in a *DAL80ΔLZ* mutant strain. WT (25T0b), *DAL80-MYC*^*13*^ (FV078), *dal80Δ* (FV080) and *DAL80ΔLZ-MYC*^*13*^ (FV136) cells were grown in proline-containing medium. Total RNA was isolated and *UGA4* mRNA levels were quantified by qRT-PCR using UGA4_O1-O2_ primers as in S1A Fig.
(C) Occupancy of the *UGA4 locus* by Pol II. WT (25T0b), *DAL80-MYC*^*13*^ (FV078), *dal80Δ* (FV080) and *DAL80ΔLZ-MYC*^*13*^ (FV136) cells were grown in proline-containing medium. ChIP-qPCR analysis was performed as described in S3B Fig, using UGA4_O1-O2_ primers.
(PPTX)

S6 Fig Related to Fig 7. **Dal80 occupancy within gene bodies requires NCR promoter binding and correlates with Pol II occupancy**. *URA3* expression was determined in untagged wild type (25T0b), P_*MEP2*_-*URA3* (FV806), *DAL80-MYC*^*13*^ wild type (FV078) and P_*MEP2*_-*URA3* (FV808) cells grown in glutamine- or proline-containing medium. RT-qPCR analysis was performed as described in S1A Fig, using the URA3_O1-O2_ primers.
(PPTX)

S7 Fig Related to Fig 8. **Dal80 binding across *MEP2* requires active transcription**.
(A) Effect of Pol II elongation defects on *MEP2* expression. WT (FV673) or *rpb1-1* (FV675) *DAL80-MYC*^*13*^ cells were grown in glutamine- (Gln) or proline- (Pro) containing medium at 29°C to mid-log phase, then shifted at 37°C for one hour. Total RNA was isolated and *SPT15*-normalized *MEP2* mRNA levels were quantified by qRT-PCR using MEP2_O9-O10_ primers as in S1A Fig.
(B) Pol II occupancy at the *MEP2 locus* in *rpb1-1* cells. Wild type (FV673) or *rpb1-1* (FV675) *DAL80-MYC*^*13*^ cells were grown to mid-log phase at 29°C in the presence of glutamine (Gln) or proline (Pro) as unique nitrogen sources, and shifted at 37°C for one hour. ChIP analysis was conducted as described in S3B Fig, using MEP2_O9-O10_ primers.
(PPTX)

S1 Table Genome-wide identification of Dal80-bound promoters. List of 1269 gene promoters bound by Dal80.
(XLSX)

S2 Table Genome-wide identification of Dal80-bound promoters. GO term analysis of 1269 Dal80-bound promoters. Overlap of genes identified in our screens and in previous genome-wide expression screens.
(XLSX)

S3 Table Dal80 recruitment to promoters correlates with Dal80-sensivitiy. Lists of genes identified in ChIP-Seq (Column A) and RNA-Seq (Column C) analyses, or identified in previous screens (Column G + references in columns H-P), and their overlap (Columns B, D-F).
(XLSX)

S4 Table Dal80 recruitment to promoters correlates with nitrogen-sensitivity. List of the 754 genes upregulated (NCR-sensitive; column A) and 928 downregulated (revNCR-sensitive; column F) in a wild type (WT) grown in glutamine (G) or proline (P)-containing medium. Gene counts (Columns B-C and G-H), fold change (Columns D and I) and p values (Columns E and J) are indicated. Genes identified in previous screens (Column M + references in columns N-V) are indicated, and their overlap with our data (Columns K-L)
(XLSX)

S5 Table Dal80 recruitment to promoters correlates with Dal80-sensivitiy. List of 546 Dal80-regulated genes on proline: 314 genes are activated (Column A) and 232 genes are repressed (Column B). The list of genes having Gcn4 binding sites in their promoter is indicated (Column C), as well as its intersection with the activated gene list (Column D).
(XLSX)

S6 Table Dal80 recruitment to promoters correlates with Dal80-sensivitiy. Gene ontology term analysis of the 232 genes repressed by Dal80 on proline.
(XLSX)

S7 Table Dal80 recruitment to promoters correlates with Dal80-sensivitiy. Gene ontology term analysis of the 314 genes activated by Dal80 on proline.
(XLSX)

S8 Table Dal80 occupancy across the intragenic region of a subset of genes. Inventory of gene promoters and ORFs bound by Dal80 (Columns A-E) and their intersection with susceptibility to Dal80 regulation (Columns G-K).
(XLSX)

S9 Table Gat1 and Dal80 occupancy across the intragenic region of a subset of genes. List of gene promoters and P&O bound by Dal80-Myc^13^ (Columns A-B) or Gat1-Myc^13^ (Columns C-D) and their intersection (Columns E-F). The list of hyper-ChIPable genes is also provided (Column G) and intersection with Dal80- or Gat1-bound gene lists (Columns H-K).
(XLSX)

S10 Table Strains used in this study.

S11 Table Primers used in this study.

S1 Data Numerical data that underlie graphs and associated statistics.

# Supplementary material for: Transcription-dependent spreading of the Dal80 yeast GATA factor across the body of highly expressed genes
**Source:** PLoS Genet. 2019 Feb 28;15(2):e1007999. doi: 10.1371/journal.pgen.1007999
**Supplement:** S1 Fig — Genome-wide identification of Dal80-bound promoters. (A) Functionality of Dal80-Myc13. WT (25T0b), dal80Δ (FV080) and DAL80-MYC13 (FV078) cells were grown in glutamine- (Gln) or proline- (Pro) containing medium to mid-log phase. After total RNA isolation, levels of DAL5 mRNA were quantified by qRT-PCR (primers Dal5O9-O10) and normalized on SPT15 (alias TBP1) mRNA levels (primers SPT5O1-O2). Histograms represent the average of at least 2 independent experiments and the associated error bars correspond to the standard error. (B) Box-plot of the distance between the annotated TSS and ORF start site (translation initiation codon, ATG) for protein-coding genes. (C) Proportion of Dal80-bound and -unbound genes containing at least a GATA cluster in the promoter (-500 to -1 region, relative to the ATG codon of the downstream ORF). A GATA cluster is constituted by at least two GATA sites (GATAA, GATAAG or GATTAG), 15–35 bp apart. (D) Orientation of GATA sites in the clusters defined above in Dal80-bound and -unbound promoters. The proportion of clusters containing GATA sites in head-to-head (H-H), head-to-tail (H-T), tail-to-head (T-H) and tail-to-tail (T-T) is shown for each class of promoters. (E) Snapshot of ChIP-Seq signals along a GATA-less locus (ALD6). Densities (tag/nt) are shown for the untagged (black line) and DAL80-MYC13 (blue line) strains. Genes are represented as grey arrows. The region (70 bp) showing the maximum of Dal80-Myc13 binding is highlighted using the dashed box, and the corresponding sequence is shown below. The degenerated GATA sites (1 mismatch/motif) are highlighted in red, and stars indicate the residues that differ from the consensus. The snapshot was produced using the VING software [94].

## Slide 1

(A)
(B)
TSS-ATG distance
250
200
150
Distance (bp)
100
50
0
DAL5 mRNA levels
### Chart
| Category | |
|---|---|
| Gln | 0.0467734305067684 |
| Pro | 6.296709165641257 |
| Gln | 0.046128966034811314 |
| Pro | 15.578132301289692 |
| Gln | 0.03879722048936027 |
| Pro | 5.022243886447248 |SPT15-normalized expression levels
WT
dal80D
Dal80-Myc13
(C)
(D)
Cluster of 2 GATA sites
(15-35 bp distance)
Orientation of GATA sites in custers
(15-35 bp distance between 2 sites)
### Chart
| Category | Dal80-bound | Unbound |
|---|---|---|
| GATA cluster | 0.09692671394799054 | 0.09847648487524842 |
| no cluster | 0.903073286052009 | 0.9015235151247515 |
### Chart
| Category | Dal80-bound | Unbound |
|---|---|---|
| H-H | 0.17391304347826148 | 0.19635627530364375 |
| H-T | 0.289855072463768 | 0.313765182186235 |
| T-H | 0.3043478260869563 | 0.2955465587044535 |
| T-T | 0.231884057971014 | 0.1943319838056682 |Dal80-bound
Unbound
Dal80-bound
Unbound
(E)
ChIP-Seq signal (GATA-less promoter)
No tag
300
Dal80-Myc13
200
Density (tag/nt)
100
0
chr.16
431400
432000
432600
433200
433800
434400
435000
ALD6
chr.16 432100-170 :
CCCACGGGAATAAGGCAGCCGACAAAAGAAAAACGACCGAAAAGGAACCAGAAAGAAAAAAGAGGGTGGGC
 * * * * *
S1 Fig – Related to Fig 1

# Supplementary material for: Transcription-dependent spreading of the Dal80 yeast GATA factor across the body of highly expressed genes
**Source:** PLoS Genet. 2019 Feb 28;15(2):e1007999. doi: 10.1371/journal.pgen.1007999
**Supplement:** S2 Fig — Dal80 recruitment to promoters correlates with nitrogen- and Dal80-sensitive gene expression. (A) Snapshot of RNA-Seq signals for the DAL80 gene in WT-cells grown in glutamine- containing (Glu) or proline-containing (Pro) medium, and in dal80Δ cells grown in proline-containing medium. RNA-Seq signals are visualized as a heatmap. The upper and lower panels show the signals for the + and—strands, respectively. The color turns from yellow to dark blue as the signal increases (scale on the right). DAL80 is highlighted using a dashed red box. The snapshot was produced using the VING software [94]. (B) Contingency table showing the number of Dal80-activated, -repressed and -insensitive genes among the (rev)NCR-sensitive and -insensitive genes. The results that were experimentally observed and those that are expected in case of independence are indicated in bold and in brackets, respectively. P < 0.00001 upon Chi-square test of independence. (C) Contingency table showing the number of NCR-sensitive, revNCR-sensitive and unaffected genes among the Dal80-bound and unbound genes. The results that were experimentally observed and those that are expected in case of independence are indicated in bold and in brackets, respectively. P < 0.00001 upon Chi-square test of independence. (D) Contingency table showing the number of Dal80-activated, Dal80-repressed and -insensitive genes among the Dal80-bound and unbound genes. The results that were experimentally observed and those that are expected in case of independence are indicated in bold and in brackets, respectively. P < 0.00001 upon Chi-square test of independence.

## Slide 1

(A)
RNA-Seq signals
DAL80
DID2
WT - Gln
+ strand
WT - Pro
dal80D - Pro
chr.11
505000
506000
508000
508000
509000
510000
WT - Gln
WT - Pro
- strand
dal80D - Pro
CAF4
SPO14
0
10
Density (tag/nt, log2)
(B)
(C)
Correlation between Dal80 regulation and NCR
Correlation between Dal80 binding and NCR
| | revNCR | NCR | Unchanged | Total |
| --- | --- | --- | --- | --- |
| Dal80-activated | 12 | 170 | 132 | 314 |
| | (50) | (41) | (223) | |
| Dal80-repressed | 85 | 58 | 89 | 232 |
| | (37) | (30) | (165) | |
| Unchanged | 831 | 526 | 3895 | 5252 |
| | (841) | (683) | (3728) | |
| Total | 928 | 754 | 4116 | 5798 |
| | Dal80-bound | Unbound | Total |
| --- | --- | --- | --- |
| revNCR | 325 | 603 | 928 |
| | (203) | (725) | |
| NCR | 212 | 542 | 754 |
| | (165) | (589) | |
| Unchanged | 732 | 3384 | 4116 |
| | (901) | (3215) | |
| Total | 1269 | 4529 | 5798 |
P<0.00001 (Chi-square test of independence)
P<0.00001 (Chi-square test of independence)
(D)
Correlation between Dal80 binding and regulation
| | Dal80-bound | Unbound | Total |
| --- | --- | --- | --- |
| Dal80-activated | 120 | 194 | 314 |
| | (69) | (245) | |
| Dal80-repressed | 91 | 141 | 232 |
| | (51) | (181) | |
| Unchanged | 1058 | 4194 | 5252 |
| | (1149) | (4103) | |
| Total | 1269 | 4529 | 5798 |
P<0.00001 (Chi-square test of independence)
S2 Fig – Related to Fig 2

# Supplementary material for: Transcription-dependent spreading of the Dal80 yeast GATA factor across the body of highly expressed genes
**Source:** PLoS Genet. 2019 Feb 28;15(2):e1007999. doi: 10.1371/journal.pgen.1007999
**Supplement:** S3 Fig — Dal80 recruitment to promoters correlates with nitrogen- and Dal80-sensitive gene expression. (A) Snapshot of RNA-Seq signals for the MEP2 gene in WT-cells grown in glutamine- containing (Glu) or proline-containing (Pro) medium, and in dal80Δ cells grown in proline-containing medium. RNA-Seq signals are visualized as described in S2A Fig. MEP2 is highlighted using a dashed red box. The snapshot was produced using the VING software [94]. (B) Pol II occupancy at the MEP2 locus. WT (23344c) and dal80Δ (FV080) cells were grown in glutamine- (Gln) and/or proline-containing (Pro) medium. Anti-Pol II (CTD4H8) ChIP-qPCR analysis was performed using MEP2P5-P6, MEP2P9-P10, MEP2O11-O12 and MEP2O9-O10 primers. Histograms represent the averages of at least 2 independent experiments and the associated error bars correspond to the standard error.

## Slide 1

(A)
RNA-Seq signals
MEP2
YNL141W
WT - Gln
14
Density (tag/nt, log2)
0
+ strand
WT - Pro
dal80D - Pro
chr.14
357000
358000
359000
360000
WT - Gln
WT - Pro
- strand
dal80D - Pro
(B)
MEP2
P5P6
P9P10
O11O12
O9O10
Pol II ChIP
### Chart
| Category | MEP2 P5P6 | MEP2 P9P10 | MEP2 011012 | MEP2 09010 |
|---|---|---|---|---|
| WT Gln | 71.13315429588656 | 93.85194701523125 | 56.4939523877493 | 72.61585626758742 |
| WT Pro | 157.60437011875476 | 501.98338929409465 | 825.6717998928037 | 927.0987258830615 |
| dal80 Pro | 232.7512712929298 | 854.4751741437137 | 1831.5515715462966 | 1630.6803342362828 |dal80D - Pro
WT - Pro
WT - Gln
S3 Fig – Related to Fig 2.

# Supplementary material for: Transcription-dependent spreading of the Dal80 yeast GATA factor across the body of highly expressed genes
**Source:** PLoS Genet. 2019 Feb 28;15(2):e1007999. doi: 10.1371/journal.pgen.1007999
**Supplement:** S4 Fig — Dal80 spreading across gene bodies correlates with high expression levels. (A) Contingency table showing the number of NCR-sensitive, revNCR-sensitive and unaffected genes among the “P”, “P&O” and unbound genes. The results that were experimentally observed and those that are expected in case of independence are indicated in bold and in brackets, respectively. P < 0.00001 upon Chi-square test of independence. (B) Contingency table showing the number of Dal80-activated, -repressed and–insensitive genes among the “P”, “P&O” and unbound genes. The results that were experimentally observed and those that are expected in case of independence are indicated in bold and in brackets, respectively. P < 0.00001 upon Chi-square test of independence. (C) Density-plot of RNA-Seq signal (tag/nt, log2 scale) in WT cells grown in proline-containing medium, for genes of the “unbound” (blue, n = 4484), “P” (red, n = 1125) and P&O” (black, n = 144) classes. Y-axis: proportion of genes for each class. The highlighted areas correspond to the 75 (2%) and 170 (15%) genes of the “unbound” and “P” classes, respectively, showing a signal higher than the median of the “P&O” class. A box-plot representation of the same RNA-Seq signals is shown on the top of the density-plot. (D) Same as above, highlighting the 949 (21%) and 632 (56%) genes of the “unbound” and “P” classes, respectively, showing a signal higher than the first quartile value for the “P&O” class. (E) Venn diagram showing the number of genes of the “P” class (Dal80 binding restricted to the promoter) vs the loci previously defined as hyper-ChIPable [65]. (F) Same as above for the “P&O” class. (G) Venn diagram showing the number of promoters bound by Dal80 and Gat1. Within each group, the number of loci previously defined as hyper-ChIPable [65] is indicated in red. (H) Venn diagram showing the number of genes showing promoter and gene body binding (“P&O”) for Dal80 and Gat1. Within each group, the number of loci previously defined a

## Slide 1

(A)
(B)
Correlation between NCR and
Dal80 binding at P&O
Correlation between Dal80 sensitivity
and binding at P&O
| | P | P&O | Unbound | Total |
| --- | --- | --- | --- | --- |
| revNCR | 288 | 37 | 603 | 928 |
| | (180) | (23) | (725) | |
| NCR | 162 | 50 | 542 | 754 |
| | (146) | (19) | (589) | |
| Unchanged | 675 | 57 | 3384 | 4116 |
| | (799) | (102) | (3215) | |
| Total | 1125 | 144 | 4529 | 5798 |
| | P | P&O | Unbound | Total |
| --- | --- | --- | --- | --- |
| Dal80-activated | 99 | 21 | 194 | 314 |
| | (61) | (8) | (245) | |
| Dal80-repressed | 69 | 22 | 141 | 232 |
| | (45) | (6) | (181) | |
| Unchanged | 957 | 101 | 4194 | 5252 |
| | (1019) | (130) | (4103) | |
| Total | 1125 | 144 | 4529 | 5798 |
P<0.00001 (Chi-square test of independence)
P<0.00001 (Chi-square test of independence)
(C)
(D)
RNA-Seq signal, WT (Proline)
Unbound
P
P & O
0.30
0.20
Frequency
0.10
0
-10
-5
0
5
10
Densities (tag/nt, log2)
RNA-Seq signal, WT (Proline)
Unbound
P
P & O
0.30
0.20
Frequency
0.10
0
-10
-5
0
5
10
Densities (tag/nt, log2)
(E)
(F)
P
[1125]
Hyper-ChIP
[238]
1077
48
190
P&O
[144]
Hyper-ChIP
[238]
117
27
211
(G)
(H)
P, Dal80
[1125]
(48)
P, Gat1
[1141]
(51)
189
936
205
(13)
(38)
(10)
P&O, Dal80
[144]
(27)
P&O, Gat1
[106]
(21)
65
79
27
(19)
(2)
(8)
S4 Fig – Related to Fig 4

# Supplementary material for: Transcription-dependent spreading of the Dal80 yeast GATA factor across the body of highly expressed genes
**Source:** PLoS Genet. 2019 Feb 28;15(2):e1007999. doi: 10.1371/journal.pgen.1007999
**Supplement:** S5 Fig — Dal80 occupancy across gene bodies requires active transcription and correlates with Pol II occupancy. (A) Snapshot of ChIP-Seq signals along the UGA4 locus. Densities (tag/nt) are shown for the untagged (25T0b; black line) and DAL80-MYC13 (FV078; blue line) strains. Genes and tRNA are represented as grey and black arrows, respectively. The snapshot was produced using the VING software [94]. (B) UGA4 expression in a DAL80ΔLZ mutant strain. WT (25T0b), DAL80-MYC13 (FV078), dal80Δ (FV080) and DAL80ΔLZ-MYC13 (FV136) cells were grown in proline-containing medium. Total RNA was isolated and UGA4 mRNA levels were quantified by qRT-PCR using UGA4O1-O2 primers as in S1A Fig. (C) Occupancy of the UGA4 locus by Pol II. WT (25T0b), DAL80-MYC13 (FV078), dal80Δ (FV080) and DAL80ΔLZ-MYC13 (FV136) cells were grown in proline-containing medium. ChIP-qPCR analysis was performed as described in S3B Fig, using UGA4O1-O2 primers.

## Slide 1

(A)
ChIP-Seq signal
No tag
400
Dal80-Myc13
300
Density (tag/nt)
200
100
0
chr.04
83000
84000
85000
86000
UGA4
(B)
(C)
UGA4 mRNA levels
Pol II ChIP
10
900
IP/IN
800
8
700
SPT15-normalized expression levels
600
6
500
400
4
300
200
2
100
0
0
Dal80
-Myc13
Dal80DLZ
-Myc13
Dal80
-Myc13
Dal80DLZ
-Myc13
WT
dal80D
WT
dal80D
S5 Fig – Related to Fig 6.

# Supplementary material for: Transcription-dependent spreading of the Dal80 yeast GATA factor across the body of highly expressed genes
**Source:** PLoS Genet. 2019 Feb 28;15(2):e1007999. doi: 10.1371/journal.pgen.1007999
**Supplement:** S6 Fig — Dal80 occupancy within gene bodies requires NCR promoter binding and correlates with Pol II occupancy. URA3 expression was determined in untagged wild type (25T0b), PMEP2-URA3 (FV806), DAL80-MYC13 wild type (FV078) and PMEP2-URA3 (FV808) cells grown in glutamine- or proline-containing medium. RT-qPCR analysis was performed as described in S1A Fig, using the URA3O1-O2 primers.

## Slide 1

URA3 mRNA levels
80
SPT15-normalized expression levels
70
60
50
40
30
20
10
0
Gln
Pro
Gln
Pro
Gln
Pro
Gln
Pro
No Tag
Dal80-Myc13
No Tag
Dal80-Myc13
WT
PMEP2-URA3
S6 Fig – Related to Fig 7

# Supplementary material for: Transcription-dependent spreading of the Dal80 yeast GATA factor across the body of highly expressed genes
**Source:** PLoS Genet. 2019 Feb 28;15(2):e1007999. doi: 10.1371/journal.pgen.1007999
**Supplement:** S7 Fig — Dal80 binding across MEP2 requires active transcription. (A) Effect of Pol II elongation defects on MEP2 expression. WT (FV673) or rpb1-1 (FV675) DAL80-MYC13 cells were grown in glutamine- (Gln) or proline- (Pro) containing medium at 29°C to mid-log phase, then shifted at 37°C for one hour. Total RNA was isolated and SPT15-normalized MEP2 mRNA levels were quantified by qRT-PCR using MEP2O9-O10 primers as in S1A Fig. (B) Pol II occupancy at the MEP2 locus in rpb1-1 cells. Wild type (FV673) or rpb1-1 (FV675) DAL80-MYC13 cells were grown to mid-log phase at 29°C in the presence of glutamine (Gln) or proline (Pro) as unique nitrogen sources, and shifted at 37°C for one hour. ChIP analysis was conducted as described in S3B Fig, using MEP2O9-O10 primers.

## Slide 1

(A)
(B)
MEP2 mRNA levels
Pol II ChIP
140
2500
IP/IN
120
2000
SPT15-normalized expression levels
100
1500
80
60
1000
40
500
20
0
0
Gln
Pro
Gln
Pro
Gln
Pro
Gln
Pro
WT
rpb1-1
WT
rpb1-1
S7 Fig – Related to Fig 8

How the deposited data were processed for this re-analysis (not part of the article)

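Strand-specific RNA-seq of rRNA-depleted total RNA from 3 groups with 2 biological replicates each was analysed: wild type in glutamine, wild type in proline and dal80Δ in proline. The authors aligned reads with TopHat (2.0.6 in the methods; the submitters' processing notes name TopHat and build R64) and counted uniquely mapped reads. Their deposited table holds 11987 features in 11993 lines, 6 of which are empty: 5795 ORFs, as many transcripts that span the ORFs and their untranslated ends, 299 tRNAs, 77 snoRNAs, 15 ncRNAs and 6 snRNAs. The 4 ORFs of the 2-micron plasmid were left out, and 5791 ORFs remained.

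The deposited counts of the first glutamine library are whole reads (counts). The signal columns of the other 5 libraries hold reads multiplied by 1 factor per library by the authors. The authors' densities (signal) are these scaled reads divided by the length of the feature, and columns of authors' means over 2 replicates were not used for tests. The factors (0.551 to 1) are close to median-of-ratios factors recomputed from the recovered reads (0.551 to 1), while the methods describe division by the total of ORF reads (0.827 to 1.34). All values were whole reads after division by the factor, within 1e-06. ORF coordinates were compared with the R64 annotation: 5754 of 5786 ORFs found there have the same start and end.

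The depth was 12304015 to 19968312 reads on ORFs per library. Counting error is largest, relative to the count, for genes with few reads, and its share in the spread between cultures was not tested. Paired-end reads of 50 nt carry no molecular identifiers, so limits from a count of 0 (3 reads) cover counting error only. Whether replicate numbers pair cultures across groups is not stated, so the replicate number was no block.

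The design written before the data were examined named edgeR on counts; as 5 of 6 libraries hold scaled values, limma (3.58.1, R 4.3.3) on log2(scaled reads + 1) became the test, with a trend, 1 term per group, all 6 libraries in 1 model, 3 residual and 4.54 prior degrees of freedom, and edgeR (4.0.16) quasi-likelihood tests on the recovered reads became an alternative. Low genes were removed with filterByExpr, which left 5645. Calls needed a Benjamini-Hochberg adjusted p of at most 0.01 and a log2 fold change of at least 1 in size. Higher in proline is NCR-sensitive, lower is revNCR-sensitive, higher in dal80Δ is Dal80-repressed and lower is Dal80-activated. Scaled reads are given as mean ± SD.

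Overlaps used two-sided Fisher's exact tests (20 tests; overlaps of gene lists over the 5645 genes, tests of bound promoters over the called and unchanged genes compared, and tests of P&O genes over the genes of the 2 classes compared; 18 p-values were at most 0.05 after Benjamini-Hochberg adjustment), tables used chi-square tests, and log2(density + 0.01) was compared between classes with two-sided permutation tests of the rank sum (100000 resamples, smallest p 1e-05). Lists of bound promoters, P, O and P&O genes, earlier NCR genes, Gcn4 sites and Dal80-regulated genes came from the tables of the paper and matched ORFs in full. The copy of S4 Table used here holds 752 of 754 NCR and 923 of 928 revNCR genes, so no overlap test was run on it. The paper drew the binding classes and expression classes from cells grown in the same way, and its list of Dal80-regulated genes from these libraries.

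29 gene lists were fixed beforehand: allantoin and urea use; proline, GABA, arginine and asparagine use; permeases; GATA factors; glutamate and glutamine metabolism; aromatic and branched-chain catabolism; arginine and lysine synthesis; histidine, aromatic and branched-chain synthesis; sulfate and methionine; cytosolic ribosomal proteins; ribosome biogenesis; glycolysis; citrate cycle; mitochondrially encoded genes; sterols; ER glycosylation; autophagy; heat shock; histones; G1/S and DNA replication; iron; phosphate; thiamine and biotin; meiosis; a-specific, α-specific, cassette and pheromone-response genes; and strain markers and reference genes. They were tested with camera (preset correlation 0.01), adjusted over the lists, at 0.05. When the lists were written, S4 and S5 Tables, which the paper made from these libraries, had been read. Mating genes had been seen there among the Dal80-sensitive genes. The camera p-values of the mating lists in dal80Δ are therefore no independent support. With an estimated correlation no list passed (lowest adjusted p = 0.28 for proline against glutamine and 0.21 for dal80Δ against wild type, with 4 lists in each at an unadjusted p under 0.05).

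Genes named in the text followed a rule fixed beforehand: genes the paper names, the 5 largest rises and falls per comparison among called genes whose libraries do not overlap between groups and whose mean log2 CPM is at least 2, up to 4 members per list by size of change, the 3 densest genes per class and the 2 largest rises and falls of non-coding features per comparison. Fold changes in S4 Table and memberships in S3, S5 and S8 Tables had been seen by then.

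Alternatives set beforehand were DESeq2 (1.42.0) size factors in limma and in edgeR, totals of ORF reads, no low-count filter, the replicate number as a block, DESeq2's Wald test, 4 libraries per comparison, each library left out, unadjusted p, an adjusted p of at most 0.05 with no fold threshold, limma on densities, no mating genes, all ORFs as background, no hyper-ChIPable or no Dal80-sensitive genes, densities in glutamine or dal80Δ, median-scaled CPM per kb, pseudocounts of 0.1 and 1 tag/nt, genes with 0 density dropped, camera with an estimated correlation, fry, and separate wild-type proline libraries. Chosen after seeing the data were limma as the main test and the use of edgeR with TMM, the main test of the design, as an alternative on the recovered reads (also for non-coding features). TMM in limma, pseudocounts of 5 and 0.1 scaled reads, transcript features and gene lists without DAL80 in dal80Δ were also chosen then. The limma and edgeR gene tests and camera were checked on simulated counts with known changes, drawn with the wild-type proline means in all libraries. The other tests were not checked in this way. In each comparison edgeR recovered 98 of 100 genes changed by 1.5 (log2), and limma made 1 and 4 false calls among 5445 unchanged genes.

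tRNA, snoRNA, snRNA and ncRNA features were tested with limma, adjusted over these 277 features, with the scaling of the ORFs. Overlapping and near-identical genes are uncertain where reads could be split between them. The ChIP-Seq of the paper was not analysed here. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.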

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

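The tests of explanations in this part were chosen after the results had been seen. The results below lie in genes or features that the paper does not discuss, except the opposite changes as such, which the paper reports as overlaps of its gene classes.

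HMRA1 had a mean of 420.6 scaled reads in dal80Δ and 0 reads in the 4 wild-type libraries, and the 4 α-specific genes had a median log2 change of -7.853 in dal80Δ. Pheromone-response genes had a median of -1.842. S10 Table lists the strains as of opposite mating type, which would bring α-specific genes near 0, HMRA1 in 1 strain alone and higher a-specific genes. The check of these markers was planned from the listed mating types, while the limits used to judge it were set after the values were seen. Of the 7 a-specific genes 3 were higher in dal80Δ, while AGA2 (-1.112), ASG7 (-0.8775), BAR1 (0.3024) and STE2 (0.945) were not called. These 4 were already raised in wild type in proline, so a missing rise does not count against mating type. Their means in dal80Δ were 110, 24.2, 230 and 1964 scaled reads, against 5.45, 3.96, 20.3 and 77.3 in wild type in glutamine. A fall is not covered by this: AGA2 was lower, outside the threshold (limma adjusted p = 0.019). EdgeR and DESeq2 each called 1 a-specific gene lower and 3 higher in dal80Δ. The listed mating genes do not account for the excess of NCR-sensitive genes among Dal80-activated genes, since the odds ratio without them was 10.68. They are 14 of the 141 genes in that overlap, so this cannot exclude effects of mating type on genes outside the lists. For HMRA1 and the 4 α-specific genes, the listed mating types alone would bring changes such as those seen. From these libraries alone, mating type cannot be told apart from an added effect of Dal80 on the mating genes. The same holds for other genes called in dal80Δ, as mating type and DAL80 change together in these strains. For UGA4 the paper gives other evidence: its mRNA also rose in cells whose Dal80 lacks the leucine zipper.

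The 7 a-specific genes had a median log2 change of 3.712 in wild type in proline against glutamine. MATa cells in the proline cultures would bring HMRA1: the gene that needs the fewest, MFA2, requires 37.18 scaled reads of HMRA1 per library, where 0 were read and 3 reads would be 2.2 at most, and AGA2 would need 215% of the level in dal80Δ. With TMM factors and with totals of ORF reads, which move the median of all genes from 0.04 to 0.16 and 0.96, the median of the 7 genes was 3.831 and 4.631 and 7 of 7 were called higher. These values argue against MATa cells and against the scaling as the cause. Whether proline itself relieves repression of a-specific genes in MATα cells stays a hypothesis that arose from these libraries and was not tested.

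Many genes that changed between proline and glutamine changed the opposite way in dal80Δ. G1/S and DNA replication genes had a median of -1.66 in proline and 1.278 in dal80Δ. The shared wild-type proline libraries alone would give the simulated covariance, and the observed one lies 0.235 below it (difference -0.235), also with separate libraries, which argues against that as the whole cause. Both wild-type proline cultures may have grown in another state than the dal80Δ cultures: 6 lists of growth or cell cycle genes passed in both comparisons in opposite directions, although with an estimated correlation none of the 6 passed in either (lowest adjusted p = 0.28 in proline and 0.21 in dal80Δ), and ribosomal proteins and sterols had 0 members called in dal80Δ by limma, edgeR or DESeq2 (51 and 15 higher and 2 and 1 lower at a limma unadjusted p under 0.05). Such a growth state cannot be told apart from an effect of Dal80 or of mating type, which also differs between these strains. No growth measure was used here, and the 2 cultures are the whole group. Pheromone-response genes, too, had opposite medians, 1.44 in proline and -1.84 in dal80Δ.

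Mitochondrially encoded ORFs took a mean of 5.715% of scaled ORF reads in wild type in proline, above 1.36% in glutamine. Part of this rise in share comes from the smaller total. Scaled ORF reads were 8.60e+06 and 9.01e+06 in wild type in proline, against 1.65e+07 and 1.68e+07 in glutamine. The 8 listed mitochondrially encoded genes had a median log2 fold change of 0.66, with 2 called higher (camera adjusted p = 0.058). In proline, 54 of 77 tested snoRNAs were lower than in glutamine (limma, adjusted over 277 non-coding features), 24 without the second glutamine library, 35 and 25 without the first and second wild-type proline libraries and 6 under totals of ORF reads; 0 differed in dal80Δ by limma, edgeR or DESeq2, with 7 higher at a limma unadjusted p under 0.05. The iron regulon had a median log2 change of 1.556 in dal80Δ, with 7 of 15 genes higher, or 3 without the first wild-type proline or the first dal80Δ library. The alanine tRNA tA(AGC)P had a log2 change of -5.383 in dal80Δ (limma adjusted p = 7.6e-08), and 3.19 in proline against glutamine.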

How the results depend on the processing

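Settings covered other scalings and tests, filters, thresholds, the block and each library left out. Of the counts, overlaps and lists, 709 values were unchanged. For counts this means within 1.5 times of the main value, and for tests the same side of 0.05 without a reversal. Another 49 counts moved, 4 tests reversed, 2 became stronger and 3 weaker. Scaled by totals of ORF reads, 2661 genes were higher and 189 lower in proline, 440 were lower in dal80Δ, the odds ratios were 0.866 for earlier NCR among revNCR-sensitive genes, 0.785 for NCR-sensitive among Dal80-repressed genes, 0.918 for bound promoters among NCR-sensitive genes and 2.09 for revNCR-sensitive P&O against P genes, and of the odds ratios that moved by over 1.5 times on the same side of 1, earlier NCR among NCR-sensitive genes had 2.33, NCR-sensitive among Dal80-activated 5.33, revNCR-sensitive among Dal80-repressed 8.89, bound promoters among activated 1.99, NCR-sensitive P&O against P genes 1.63 and nitrogen-regulated P&O against unbound genes 1.99; of non-coding features 18 were higher and 18 lower in proline and 1 higher in dal80Δ. At an adjusted p of at most 0.05 with no fold threshold, 1803 and 1821 genes were higher and lower in proline and 906 and 815 in dal80Δ, 9 O genes were Dal80-sensitive, and the odds ratios were 0.436 for NCR-sensitive among Dal80-repressed genes, 0.640 for revNCR-sensitive, 1.51 for activated and 1.39 for repressed P&O against P genes, and 0.715 for Gcn4 sites among repressed genes. Odds ratios that moved by over 1.5 times at this threshold on the same side of 1 were 3.29 and 2.75 for earlier NCR among NCR-sensitive and Dal80-sensitive genes, 3.80 for NCR-sensitive among Dal80-activated genes, 1.64 and 1.66 for bound promoters among activated and repressed genes, 1.98 for NCR-sensitive and 1.68 for Dal80-sensitive P&O against P genes, 2.39 for nitrogen-regulated and 2.60 for Dal80-sensitive P&O against unbound genes and 1.88 for Gcn4 sites among activated genes. Without 1 library, where a lone library is assumed to vary like the other groups, 75 to 237 genes were higher and 126 to 284 lower in dal80Δ, 2 to 4 O genes were Dal80-sensitive, and of non-coding features 2 to 7 were higher and 43 to 138 lower in proline and 0 to 5 higher and 1 to 6 lower in dal80Δ. Same-numbered libraries correlated in their deviations from the group means at -0.25, 0.19 and 0.03, and nothing pairs them; with the replicate block, 706 and 870 genes were higher and lower in proline, 167 and 230 in dal80Δ, and 2 O genes were Dal80-sensitive. Camera with an estimated correlation called 0 lists in either direction of either comparison; fry called 12 lists higher in proline, 5 lower in dal80Δ and, in either direction, 29 in proline. Without DAL80 among the members, a choice made after seeing the data, camera called 13 lists higher and 7 lower in dal80Δ, against 13 and 8 with it, fry called 5 lower and camera with an estimated correlation 0. With 1 tag/nt added to densities, the median log2 density of P&O lay 2.17 and that of P 0.528 above unbound genes, and with densities in glutamine the P&O medians lay 0.67 above P and 2.26 above unbound genes. With densities in glutamine, 466 P and 668 unbound genes lay above the P&O median and 2145 unbound genes above its first quartile. Without a low-count filter 0 non-coding features were higher and 1 lower in dal80Δ, DESeq2 called 1 higher, and 4 libraries per comparison gave 7 lower. Of the values of named genes, 6644 stayed on their side of the threshold, 100 newly passed and 216 no longer did. The causes were not tested. Low counts limit the short O-class ORFs and the tRNA features.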

Differences from the paper's values

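Of 31 measures that both the paper and these tables give, 20 lie within 10%, and 1 differs by more than 1.5 times. The paper's supplement gives 12 genes both revNCR-sensitive and Dal80-activated (S2B Fig), against 7 here, at the same fold and P thresholds; the paper does not say whether its P was adjusted. Of the alternatives set before the data were examined, DESeq2's Wald test (8) and the fit without the first glutamine library (14) lie within 1.5 times of the paper's count. DESeq2 size factors (7), edgeR with these factors (7), totals of ORF reads (2), no low-count filter (7), the replicate block (6), 4 libraries per comparison (7), the fits without the second glutamine library (7), the first and second wild-type proline libraries (3 and 3) and the first and second dal80Δ libraries (2 and 6), unadjusted p (7), an adjusted p of at most 0.05 with no fold threshold (89), densities (7) and no mating genes (7) do not.

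Over the 1672 genes of S4 Table that were tested, all 1672 log2 fold changes have the sign of the paper's, with a median absolute difference of 0.019. The paper's text takes the promoter of TDH3 as one of the P&O class, while S8 Table lists TDH3 among the P genes, which is the class used here.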

Other observations

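The tests of hypotheses on Gat1 and Gcn4 were set before their results were seen, and those on expression in glutamine and in dal80Δ after.

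G1/S and histone genes were higher in dal80Δ than in wild type in proline. Of 21 genes of G1/S and DNA replication, 13 were higher (median log2 fold change 1.28, camera adjusted p = 7.9e-11, and adjusted p = 0.21 with an estimated correlation), among them TOS4 (1.82) and the cohesin gene MCD1 (1.64), and 7 of 10 histone genes (median log2 fold change 1.18, camera adjusted p = 1.1e-05, and adjusted p = 0.43 with an estimated correlation), with HHF2 at 1.58. Ribosomal protein genes had a median of 0.43 with 0 of 137 called by limma, edgeR or DESeq2 and 51 higher and 2 lower at a limma unadjusted p under 0.05 (camera adjusted p = 1.8e-07, adjusted p = 0.62 with an estimated correlation). NOP16 (1.13) was the single called gene of 37 in ribosome biogenesis (median log2 fold change 0.48, camera adjusted p = 1.2e-05, and adjusted p = 0.57 with an estimated correlation), HXK2 (1.25) and TDH2 (1.42) were called in glycolysis (median log2 fold change 0.64, camera adjusted p = 0.0047, and adjusted p = 0.57 with an estimated correlation), PMT3 (1.11), PSA1 (1.18) and SEC53 (1.21) in ER glycosylation (median log2 fold change 0.34, camera adjusted p = 0.0016, and adjusted p = 0.44 with an estimated correlation), and 0 of 24 in sterol synthesis by limma, edgeR or DESeq2, with 15 higher and 1 lower at a limma unadjusted p under 0.05 (median log2 fold change 0.37, camera adjusted p = 0.0033, and adjusted p = 0.42 with an estimated correlation). Lower were 3 chaperone genes, HSP78 (-2.06), HSP42 (-1.68) and SIS1 (-1.03) (median log2 fold change -0.57, camera adjusted p = 0.0015, and adjusted p = 0.45 with an estimated correlation), and ATG1 (-1.06) of 17 autophagy genes (median log2 fold change -0.18, camera adjusted p = 0.15). Mitochondrially encoded genes had a median of -0.49 with 0 of 8 called by limma, edgeR or DESeq2 and 3 lower at a limma unadjusted p under 0.05 (camera adjusted p = 0.016, adjusted p = 0.46 with an estimated correlation), and in the citrate cycle CIT2 was higher and IDH2 (-1.32) lower (median log2 fold change 0.09, camera adjusted p = 0.71, median -0.16 under totals of ORF reads). Adjusted over the list alone, NOP16 lost its call, and the other counts were the same. Calls of HXK2, NOP16, PSA1, SEC53, HHF2, HSP42, HSP78, SIS1 and ATG1 were lost without the first wild-type proline library and without either dal80Δ library, and those of TDH2, PMT3 and IDH2 without any of these or the second wild-type proline library. The count of higher histone genes was 1 without the first wild-type proline library or either dal80Δ library, 6 and 8 G1/S genes were higher without the first and second dal80Δ libraries, and 5 chaperone genes were lower without either glutamine library. The autophagy list was lower without the second wild-type proline library (camera adjusted p = 0.044). Under totals of ORF reads the calls of HXK2, NOP16, PSA1, SEC53 and PMT3 were lost, 10 G1/S and 5 histone genes were higher, and 5 chaperone, 3 autophagy, 2 citrate cycle and 1 mitochondrially encoded genes lower.

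Iron regulon genes were higher in dal80Δ in 7 of 15 cases (9 adjusted over the list alone; median log2 fold change 1.56, camera adjusted p = 0.0039, and adjusted p = 0.45 with an estimated correlation), with FIT2 at 4.13, SIT1 at 2.82, TIS11 at 3.69 and ARN2 at 2.22. Of the list, 3 were higher without the first wild-type proline or the first dal80Δ library, ARN2 lost its call without either wild-type proline library (highest limma adjusted p = 0.025) and TIS11 without the first dal80Δ library (0.013). In proline against glutamine 4 iron genes were higher (3 adjusted over the list alone; median log2 fold change 0.23, camera adjusted p = 0.33), FIT1 (1.91), FIT3 (1.70), FRE2 (1.03) and FRE5 (3.01). Without the second wild-type proline library 2 were higher, and without the first glutamine library 1 was lower. FIT3 lost its call without either wild-type proline library (highest limma adjusted p = 0.033), FRE2 without the first glutamine library (log2 fold change 0.878), and FRE5 without the second wild-type proline library or either dal80Δ library (highest limma adjusted p = 0.037). Under totals of ORF reads 8 iron genes were higher in proline (median 1.135, where that of all genes is 0.96).

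Of 11 phosphate genes, PHO5 was lower in proline (-1.54) and PHM6 higher in dal80Δ (1.82), and adjusted over the list alone 3 were lower in dal80Δ. Neither comparison passed as a list (camera adjusted p = 0.99, where the median is 0.01 and the test direction down, and 0.071), but without the first wild-type proline library the list was lower in dal80Δ (camera adjusted p = 7.8e-04). The call of PHM6 was lost without that library or either dal80Δ library (highest limma adjusted p = 0.039), and that of PHO5 under totals of ORF reads. In proline, 2 were higher and 2 lower without the first glutamine library, 3 higher without the first and 3 lower without the second wild-type proline library; in dal80Δ, 3 were lower without either glutamine library or the first wild-type proline library. Under totals of ORF reads 5 were higher and 0 lower in proline (median 0.92) and 4 lower in dal80Δ (median -0.94), and with TMM factors 1 was higher in proline.

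Of 14 thiamine and biotin genes, BIO2 was lower in proline (-3.27) and THI72 higher, with a median of -0.70, or 0.20 under totals of ORF reads, and a camera adjusted p of 0.33 (0.036 without the first glutamine library). BIO2 lost its call when adjusted over the list alone and without either wild-type proline library (highest limma adjusted p = 0.033), and 3 were lower without the first glutamine library. In dal80Δ, THI72 and THI73 (-1.63) were lower (camera adjusted p = 0.14, 0.0064 without the second dal80Δ library), and THI73 lost its call without any 1 of the wild-type proline or dal80Δ libraries (highest limma adjusted p = 0.078), while 4 were lower and 1 higher without either glutamine library and 1 was higher without the first dal80Δ library, and 4 were lower under totals of ORF reads.

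Of 15 meiosis genes, 6 were higher in proline, among them SPS1 (2.85), ZIP1 (1.996) and REC8 (2.33), and SPO16 lower (-2.03), and in dal80Δ SPS4 was higher (camera adjusted p = 0.17 and 0.44). Without either wild-type proline library 3 were higher in proline, REC8 lost its call in 5 of the 6 fits that leave out 1 library, all but that without the second glutamine library (highest limma adjusted p = 0.051), and SPO16 lost it without the first wild-type proline library (0.016) and under totals of ORF reads; 2 were lower in dal80Δ without either glutamine library. Under totals of ORF reads 10 meiosis genes were higher and 0 lower in proline (median 1.42), and 2 were lower in dal80Δ. Of 7 strain markers and reference genes, 0 were called in dal80Δ by limma, edgeR or DESeq2, with 2 higher at a limma unadjusted p under 0.05 (camera adjusted p = 0.36, median 0.16, or -0.10 under totals of ORF reads), and 1 was higher without either glutamine library; ALD6 had a value of 1.34 (limma adjusted p = 0.055). Adjusted over the list alone, the other counts of these lists were the same.

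Among the non-coding features, 55 of 185 tRNAs were lower and 4 higher in proline, with tI(UAU)L at -3.47 and SUF11 at -3.80, and the ncRNA HRA1 was higher (3.13). Without the second glutamine library 28 tRNAs were lower and without the second wild-type proline library 18, and under totals of ORF reads 12 were lower and 15 higher; without either wild-type proline library 2 were higher. HRA1 lost its call without the first glutamine library or either wild-type proline library (highest limma adjusted p = 0.097). In dal80Δ, 4 tRNAs were lower, among them tR(UCU)G3 (-2.20), and tW(CCA)J (2.44) and the snRNA SNR6 (1.83) were higher. These 3 calls were lost without either wild-type proline library, that of tR(UCU)G3 also without the first and that of tW(CCA)J without the second dal80Δ library (highest limma adjusted p = 0.16, 0.11 and 0.070), and 1 tRNA, tA(AGC)P, was then lower without either wild-type proline library. Without the first dal80Δ library 4 tRNAs were higher in dal80Δ, against 1 with all libraries and 0 without the second dal80Δ library or either wild-type proline library.

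Hypothesis: genes of the P&O class are already more expressed than P genes where DAL80 is low. In glutamine the difference of medians was 0.6735 (log2; permutation test of the rank sum across genes, 100000 resamples, p = 0.012), in the direction of this hypothesis. Hypothesis: the difference in proline needs Dal80. In dal80Δ it was 2.717 (permutation test, p = 1e-05, the smallest that 100000 resamples can give), which argues against this one, so high expression of these genes may not depend on Dal80 at the gene body.

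Hypothesis: Gat1 over the gene body goes with more Dal80-sensitive genes. Among 139 tested Dal80 P&O genes, 7 of 74 that are also P&O for Gat1 (9.46%) and 34 of 65 that are not (52.3%) were Dal80-sensitive (odds ratio 0.09526, Fisher's exact test, p = 2.6e-08), the opposite of this hypothesis. P&O genes with Gat1 over the body were also less expressed in proline (79 against 65 genes, difference of medians -1.73, log2; permutation test of the rank sum, p = 0.0043).

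Hypothesis: Gcn4 sites go with the NCR-sensitive part of the Dal80-activated genes. Of 109 activated genes with a site, 66 were NCR-sensitive (60.6%), and of 141 without, 75 (53.2%), an odds ratio of 1.351 (Fisher's exact test, p = 0.25), and the 2 shares cannot be told apart at this number of genes.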
